# Widespread inter‐individual gene expression variability in *Arabidopsis thaliana*

**DOI:** 10.15252/msb.20188591

**Published:** 2019-01-24

**Authors:** Sandra Cortijo, Zeynep Aydin, Sebastian Ahnert, James CW Locke

**Keywords:** *Arabidopsis thaliana*, inter‐individual heterogeneity, noise in gene expression, RNA‐seq, transcriptional variability, Genome-Scale & Integrative Biology, Plant Biology, Transcription

## Abstract

A fundamental question in biology is how gene expression is regulated to give rise to a phenotype. However, transcriptional variability is rarely considered although it could influence the relationship between genotype and phenotype. It is known in unicellular organisms that gene expression is often noisy rather than uniform, and this has been proposed to be beneficial when environmental conditions are unpredictable. However, little is known about inter‐individual transcriptional variability in multicellular organisms. Using transcriptomic approaches, we analysed gene expression variability between individual *Arabidopsis thaliana* plants growing in identical conditions over a 24‐h time course. We identified hundreds of genes that exhibit high inter‐individual variability and found that many are involved in environmental responses, with different classes of genes variable between the day and night. We also identified factors that might facilitate gene expression variability, such as gene length, the number of transcription factors regulating the genes and the chromatin environment. These results shed new light on the impact of transcriptional variability in gene expression regulation in plants.

## Introduction

Gene expression in individual cells is often noisy and dynamic. Genetically identical cells under the same environment can display widely different expression levels of key genes (Ko, 1992; Fiering *et al*, 2000; Martins & Locke, 2015). Noise in gene expression has been shown to have a significant impact on the design and function of genetic circuits in unicellular organisms (Elowitz *et al*, 2002; Eldar & Elowitz, 2010). It has also been observed in multiple pathways in mammalian cells (Yin *et al*, 2009; Mantsoki *et al*, 2016; Riddle *et al*, 2018), in *Drosophila* cells (Pare *et al*, 2009) and between individuals in *Drosophila* (Lin *et al*, 2016). However, gene expression variability has mostly been analysed for a few individual genes in plants at a single‐cell resolution (Angel *et al*, 2015; Araujo *et al*, 2017; Meyer *et al*, 2017; Gould *et al*, 2018). Several studies suggest that transcriptional variability between cells can be exploited during development in multiple organisms (Wernet *et al*, 2006; Chang *et al*, 2008; Pare *et al*, 2009; Meyer *et al*, 2017). On the other hand, the identification of mutants in which transcriptional and/or phenotypic variability is increased indicates that variability is at least partly buffered or controlled (Rutherford & Lindquist, 1998; Queitsch *et al*, 2002; Raj *et al*, 2010; Folta *et al*, 2014; Schaefer *et al*, 2017). It is not known at a genome‐wide scale to what extent gene expression can be variable during plant development or between identical plants.

Plants are a promising system to examine the global properties of noise in gene expression, as phenotypic variability, also referred to as phenotypic instability, has been observed in multiple areas of plant growth and development. Inter‐individual phenotypic variability has also been observed in isogenic populations of other organisms (Zhang *et al*, 2016; Roman *et al*, 2018), but the model plant *Arabidopsis thaliana* presents the advantage of being an inbreeding species where heterozygosity is extremely low (Abbott & Gomes, 1989). Phenotypic variability in plants can occur both within and between individuals that are growing in the same conditions. High levels of phenotypic variability have been described for seed germination time (Simons & Johnston, 2006; Venable, 2007; Mitchell *et al*, 2017), patterning of lateral roots (Forde, 2009) as well as for floral and foliar development (Paxman, 1956; Sakai & Shimamoto, 1965). It is not known whether such inter‐individual phenotypic variability originates from responses to microenvironmental perturbations, or from stochastic factors at the cellular level or from both. Differences in the level of inter‐individual variability have been observed between natural accessions, in recombinant inbred lines and also in mutants for many traits such as growth, hypocotyl length, leaf and flower number, plant height and plant defence metabolism (Hall *et al*, 2007; Jimenez‐Gomez *et al*, 2011; Folta *et al*, 2014; Hong *et al*, 2016; Schaefer *et al*, 2017). Jimenez‐Gomez and colleagues also identified QTLs explaining differences in the level of expression variability between pools of plants in *Arabidopsis thaliana* (Jimenez‐Gomez *et al*, 2011). This suggests that such variability can be controlled or buffered by genetic factors. However, the molecular mechanisms underlying such inter‐individual phenotypic variability are still poorly understood.

In this work, we analyse gene expression variability between multicellular individuals using the model plant *Arabidopsis thaliana*, with the emphasis on three questions. Firstly, what is the global extent of gene expression variability between individuals? In order to better understand how gene expression variability is controlled and its role in plant physiological and developmental responses, we first need to identify genome‐wide the genes that are highly variable between individuals. Secondly, does inter‐individual expression variability change through the diurnal cycle? It is known that the diurnal cycle influences expression level of up to 36% of the transcriptome (Michael & McClung, 2003; Covington *et al*, 2008). However, little is known about the impact of the diurnal cycle on gene expression variability. Thirdly, what factors can regulate this inter‐individual expression variability?

Using single seedling RNA‐seq, we identified hundreds of genes that are highly variable between individuals in *Arabidopsis* and show that the level of variability changes throughout the diurnal cycle. To ensure accessibility and reusability of our data, we created an interactive web application, in which the inter‐individual gene expression variability through a diurnal cycle can be observed for individual genes (https://jlgroup.shinyapps.io/aranoisy/). This tool will help researchers to take into consideration any inter‐individual gene expression variability in their genes of interest. Moreover, we show that highly variable genes (HVGs) are enriched for environmentally responsive genes and characterised by a combination of specific genomic and epigenomic features. We have revealed both the level and potential mechanism behind gene expression variability between individuals in *Arabidopsis*, allowing understanding of a previously unexplored aspect of gene regulation during plant development.

## Results

### Widespread expression variability in *Arabidopsis* seedlings through the day and night

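RNA of whole single seedlings of *Arabidopsis thaliana* Col-0 was sequenced after 7 days of growth at 22°C with 12 h of light per day. Each of the 12 time-points had a plate of its own, and seedlings were numbered from 1 to 16 by their position in the plate. ERCC spike-in RNAs, a mix of synthetic RNAs of known amount, had been added to the RNA of each seedling before library preparation. The authors trimmed the reads, mapped them to TAIR10, removed duplicates and deposited FPKM and TPM of 32634 genes, 926 transcripts and 92 spike-in RNAs for every seedling, and counts for 157 of the 168 seedlings. The deposited TPM of every seedling sum to the same total over genes and spike-ins, and no removal of the batch effect is visible in them. Unless another setting is named, values of variability beside the paper's sentences were computed from these TPM for the 14 seedlings per time-point. Settings that use counts leave out ZT22 and the other seedlings without counts, and the lists of Table EV2 are the paper's own.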

In order to measure transcriptional variability between individuals, we generated transcriptomes for single *Arabidopsis thaliana* seedlings at multiple time‐points over a full day/night cycle (Fig 1A). To minimise any variability caused by external factors, these seedlings originated from the same mother plant, germinated at the same time and were grown in the same plate under controlled conditions (see Materials and Methods for more details). To analyse how transcriptional variability is influenced by diurnal cycles, we harvested seedlings every 2 h across a 24‐h period (Fig 1A). ZT2 to ZT12 corresponding to the time‐points harvested during the day, and ZT14 to ZT24 to the time‐points harvested during the night, ZT12 and ZT24 being, respectively, harvested just a few minutes before dusk and dawn. 

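The deposited data hold 1 set of values for each of 168 seedlings, 14 at each of the 12 time-points. Counts after removal of duplicates are given for 157 of them, and for the other 11 (9 at ZT22 and 2 at ZT20) only FPKM and TPM are given. The total count per seedling ranged from 540191 (seedling 4 at ZT22) to 19484391 (seedling 1 at ZT4), with a median of 8590742. The median total of a day time-point lay between 7786610 (ZT8) and 14961931 (ZT6), and that of a night time-point between 904759 (ZT22, 5 seedlings with counts) and 7595264 (ZT14). Of the 168 libraries, 39 carry a tag in the deposited data that was read as a repeated or separate run. Of these, 3 are at day time-points and 36 at night time-points.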

In total, 168 transcriptomes have been analysed, that is, of 14 individual seedlings for each of the 12 time‐points. 

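As examples of diurnal profiles in the single seedlings, the mean TPM of 2 clock genes was followed over the time-points. *CCA1* (AT2G46830, chromosome 2 of TAIR10, 19245672 to 19248914) fell from 149.8 ± 5.9 TPM (SD, n = 14 seedlings) at ZT2 to 0.16 ± 0.10 TPM (SD, n = 14) at ZT14 and rose to 210.8 ± 20.0 TPM (SD, n = 14) at ZT24. Between 980 and 6012 reads per seedling were counted on it at ZT24, and at most 4 at ZT14. *PRR5* (AT5G24470, chromosome 5, 8355951 to 8358873) rose from 0.77 ± 0.22 TPM (SD, n = 14) at ZT2 to its highest mean of 60.8 ± 7.2 TPM (SD, n = 14) at ZT8 and was at 0.54 ± 0.19 TPM (SD, n = 14) at ZT24. For both genes the changes over the day were many times larger than the SD between seedlings. From the mean profiles, the paper concludes that known diurnal patterns of expression are present in its experiment.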

We observed very similar mean expression profiles to already published bulk level diurnal profiles (Mockler *et al*, 2007; Appendix Fig S1B), indicating that known diurnal expression patterns are reproduced in our experiment.

**Figure 1:**
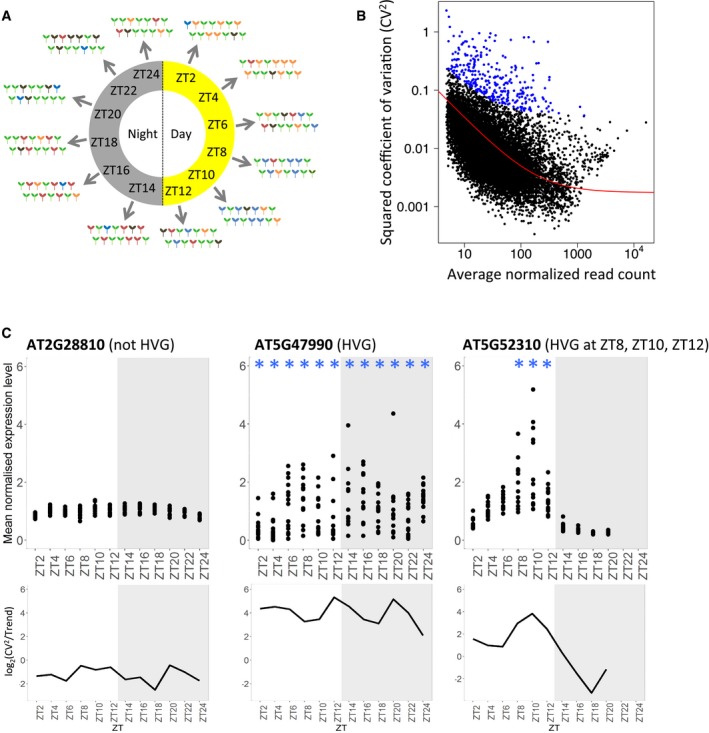
Widespread expression variability in *Arabidopsis seedlings* through the day and night Experimental set‐up to identify transcriptional variability between seedlings during the day and night. RNA‐seq was performed on individual seedlings, for a total of 14 seedlings at each time‐point. Seedlings were harvested at 12 time‐points, every 2 h across a 24‐h period. Seedlings of different colours represent different transcriptional states and thus inter‐individual expression variability we aim to identify.Identification of highly variable genes (HVGs) for the time‐point ZT2. The red line shows the trend for the global relation between CV^2^ (variance/mean^2^) and mean expression, which is defined using all genes (minus small and lowly expressed genes, see Materials and Methods for more detail) and used to identify HVGs (blue points). For each gene, a corrected CV^2^ is calculated: log_2_(CV^2^/trend).Expression profiles (top) in the 14 seedlings over a 24‐h time course (with 12 time‐points) for a non‐variable gene (left), a highly variable gene (middle) and a gene with the level of variability changing across the 24 h (right). Each dot is the mean normalised expression level for a single seedling. Variability profiles (bottom) of the log_2_(CV^2^/trend) for the same genes are also shown. Blue stars indicate time‐points for which the gene is identified as being highly variable.

Before identifying highly variable genes, we tested whether the level of variability observed in our data could be explained by experimental error or be due to the RNA‐seq method. In order to validate the profiles for gene expression variability during the time course, we performed a full time course replicate and examined the variability between seedlings for 10 genes by RT–qPCR (Appendix Fig S1C and G). We observed very similar expression profiles for these genes (Appendix Fig S1G). 

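For the 10 genes that the paper measured by RT-qPCR, the CV2 between the 14 seedlings of a time-point was computed from TPM and averaged over the time-points at which the gene passed the filters. The RNA-seq average was highest for *CYP705A5* (AT5G47990, chromosome 5, 19434827 to 19436689), at 0.625 over 12 time-points. It was 0.159 for *RD26* (AT4G27410) over 10 time-points and 0.155 for *KIN2* (AT5G15970) over 12 time-points. *AT1G30750* had 0.115 over 12 time-points, *RD29A* (AT5G52310) 0.106 over 10 and *ERD6* (AT1G08930) 0.083 over 12. The other 4 genes had lower averages. They were 0.035 for *RCI2A* (AT3G05880) and 0.017 for *AT2G28810*, both over 12 time-points, 0.032 for *CCA1* over 6 and 0.032 for *PRR5* over 8. The paper averages over the entire time course, so averages over fewer time-points are not like its values. At ZT14, which was left out, *CCA1* had 0.16 ± 0.10 TPM (SD, n = 14), a larger relative spread than at any time-point tested. *CYP705A5* was an HVG at 12 time-points, *KIN2* at 11, *ERD6* and *AT1G30750* at 5 each, *RD29A* at 4 and *RD26* at 2, and the remaining 4 genes at none. With an average of at least 20 TPM in place of 5 TPM *CYP705A5* was an HVG at 7 time-points and *RD29A* at 0. The paper compares the averages of RNA-seq with those of RT-qPCR and concludes that the genes are similarly variable in both experiments.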

We also found a positive correlation of 0.77 (Spearman correlation, *P* = 0.0092) between the average CV^2^ of the entire time course for each of these 10 genes measured by RNA‐seq or RT–qPCR (Appendix Fig S1C), indicating that genes have a similar level of variability in both experiments. We also obtained very similar CV^2^ at ZT24 when using independent mapping programs (salmon compared to TopHat with a Spearman correlation of 0.85, *P* < 2.2e‐16, or hisat2 compared to TopHat with a Spearman correlation of 0.9, *P* < 2.2e‐16, Appendix Fig S1E and F).

Having validated the measured inter‐individual variability, we identified highly variable genes (HVGs) from our RNA‐seq data set using a previously described method (Brennecke *et al*, 2013). In this method, the square coefficient of variation [CV^2^ = variance/(average^2^)] of each gene is compared to its average expression level (Fig 1B). In order to avoid biases caused by technical noise, which is likely to be higher at lower expression levels, we only selected the HVGs if they were significantly more variable than the background trend in CV^2^ (see Materials and Methods for more detail). 

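The trend a0 + a1/mean was fitted to the CV2 of the 14986 to 15382 genes that passed the filters at a time-point. At a mean of 10 TPM the trend lay between 0.028 (ZT2) and 0.078 (ZT20), and at 1000 TPM between 0.010 (ZT2) and 0.033 (ZT20). A gene was called an HVG where its variance exceeded that given by the trend and a minimum biological CV of 10% (chi-square test with 13 degrees of freedom, Benjamini-Hochberg FDR of 10% within the time-point). At ZT20, where the most HVGs were found, the least variable HVG had 2.44 times the CV2 of the trend, and at ZT2 the least variable HVG had 2.98 times. The paper reasons that requiring a variance above the trend keeps technical noise at low expression from being taken for variability.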

We also calculated a corrected CV^2^ for each gene [log_2_(CV^2^/trend)] which corrected for the observed negative trend between CV^2^ and expression level, and used it for further analyses of gene expression variability. 

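Across the genes of a time-point, Spearman's rho between mean TPM and CV2 was -0.54 at ZT2 and -0.41 at ZT12, the strongest and the weakest of the 12 time-points. After the division by the trend, rho between mean TPM and log_2_(CV2/trend) ranged from -0.11 (ZT20) to -0.03 (ZT8). These are correlations across genes, which are not independent replicates. The median log_2_(CV2/trend) of the tested genes was between -1.0 (ZT12) and -0.75 (ZT22), so that most genes lay under the trend at each time-point.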

Genes with a negative log_2_(CV^2^/trend) are less variable than the trend, while genes with a positive log_2_(CV^2^/trend) are more variable than the trend. 

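At 1000 TPM the trend was 0.010 at ZT2, 0.012 at ZT4, 0.014 at ZT6, 0.018 at ZT8, 0.017 at ZT10 and 0.023 at ZT12, and at night it was 0.024 at ZT14, 0.030 at ZT16, 0.026 at ZT18, 0.033 at ZT20, 0.028 at ZT22 and 0.019 at ZT24. At 10 TPM it ranged from 0.028 at ZT2 to 0.078 at ZT20. The paper compares such curves to look for transcriptome-wide trends in variability over the day, and describes them as being in one range.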

To test whether there were transcriptome‐wide trends in the level of variability across the day, we verified that the global trends of the CV^2^ against the average normalised expression measured for each time‐point are in the same range (Appendix Fig S2A). We also observed that there was no obvious bias in the distribution of CV^2^ against the average normalised expression at the different time‐points (Appendix Fig S2B). 

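The median CV2 of the tested genes was lowest at ZT2, at 0.011 (quartiles 0.006 and 0.020 over 14986 genes), and highest at ZT20, at 0.031 (quartiles 0.017 and 0.062 over 15208 genes). At the day time-points the median did not exceed 0.020 (ZT8), and at the night time-points it was at least 0.017 (ZT24).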

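The 3 genes that the paper shows as examples were followed through the 12 time-points. *AT2G28810* (chromosome 2 of TAIR10, 12363426 to 12365377, a Dof-type zinc finger protein) was an HVG at 0 time-points, and its log_2_(CV2/trend) was negative at every time-point, with a mean of -1.01. At ZT2 it had 21.7 ± 1.8 TPM (SD, n = 14 seedlings) from 94 to 467 counts per seedling. *CYP705A5* (AT5G47990, chromosome 5, 19434827 to 19436689, a cytochrome P450) was an HVG at all 12 time-points. Its expression at ZT12 was 15.5 ± 16.2 TPM (SD, n = 14), with single seedlings between 0.72 and 50.3 TPM, and its log_2_(CV2/trend) ranged from 2.16 at ZT24 to 5.78 at ZT4. *RD29A* (AT5G52310, chromosome 5, 21240849 to 21243613) was an HVG at 4 time-points, namely ZT2, ZT8, ZT10 and ZT12. Its log_2_(CV2/trend) was highest at ZT10, at 3.61, where its expression was 48.0 ± 24.7 TPM (SD, n = 14), and fell to -1.36 at ZT16, with 6.94 ± 1.25 TPM (SD, n = 14). At ZT22 and ZT24 its mean was under 5 TPM and it was not tested. Among the 66 genes that were HVGs at all 12 time-points, the highest mean log_2_(CV2/trend) was that of *AT2G14247* at 5.37, followed by *AT1G13609*, a defensin-like protein, at 4.94. Also among the 10 most variable were *AT4G22520* at 4.71, *AT4G22517* at 4.67 and *AT4G22513* at 4.64. They lie with *AT4G22490* (4.37) between 11849701 and 11858970 on chromosome 4. These 4 genes carry the same annotation as lipid-transfer proteins and are uncertain, since the counting could have split reads between similar copies. The other 4 of the 10 most variable were *AT5G45428* at 4.67, the chloroplast gene *ATCG01020* at 4.46, and *AT1G47400* at 4.40 and *AT1G47395* at 4.34. *AT5G45428* is uncertain as well, since it had 0 counts in every seedling with counts while its mean at a time-point was 25.6 to 50.4 TPM, and it is 1 of 40 HVGs without any count. TPM and counts also disagree for *ATCG01020* and *AT1G13609*, which are therefore uncertain too. At ZT4 the lowest value of *ATCG01020* was 0 TPM, while every seedling had at least 11 counts. At ZT2 the lowest value of *AT1G13609* was 0 TPM, with at least 12 counts in every seedling. Thinning the counts of every seedling to the smallest total left *RD29A* as an HVG at 1 time-point. From such genes, the paper takes it that variability profiles over the diurnal cycle are diverse.

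**Figure D1:**
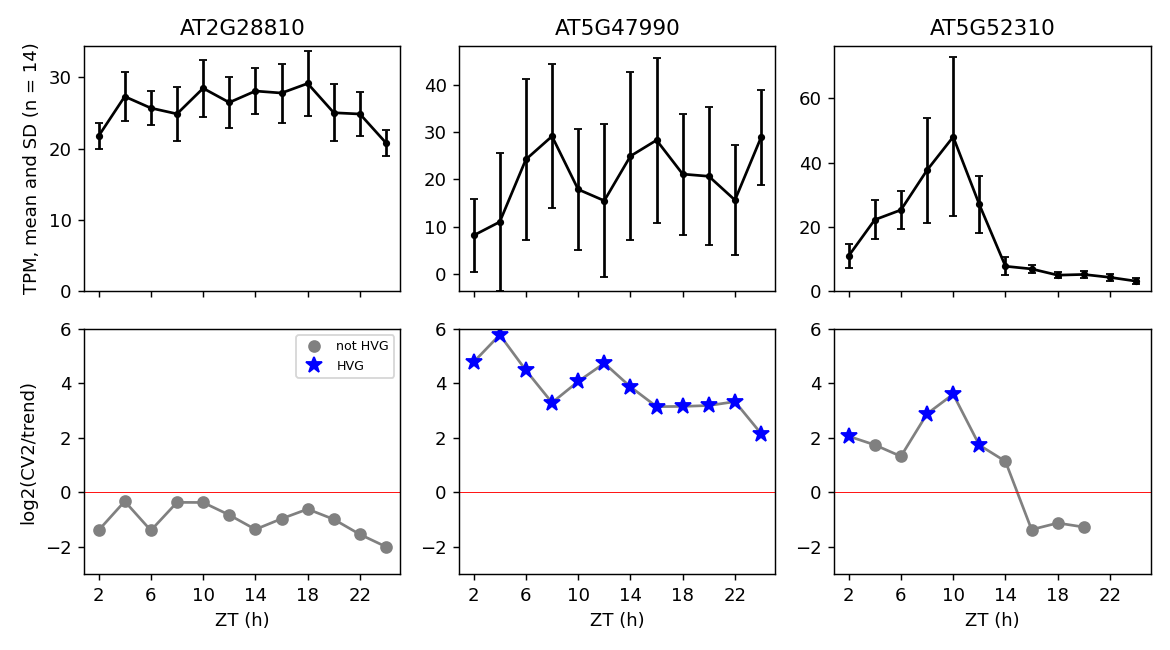
TPM (upper row, 14 seedlings per time-point) and log_2_(CV2/trend) (lower row) over the 12 time-points for *AT2G28810*, *CYP705A5* and *RD29A*. *CYP705A5* is at 2.16 or more at all 12 time-points, and *RD29A* peaks at 3.61 at ZT10.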

We observed that while some genes are never classed as a HVG (Fig 1C left and Appendix Fig S2D), others are selected as a HVG for the entire time course (Fig 1C middle and Appendix Fig S2E), or as a HVG for only some time‐points (Fig 1C right and Appendix Fig S2F), indicating a broad range of variability profiles during the diurnal cycle. Expression level in individual seedlings and profiles of the log_2_(CV^2^/trend) during the time course for individual genes can be viewed at https://jlgroup.shinyapps.io/AraNoisy/ (see Appendix Fig S2H for more detail about how to use the web application).

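The number of HVGs was 499 at ZT2, 521 at ZT4, 659 at ZT6, 533 at ZT8, 605 at ZT10 and 695 at ZT12. At night it was 826 at ZT14, 938 at ZT16, 746 at ZT18, 1012 at ZT20, 821 at ZT22 and 580 at ZT24. The 6 day time-points had a mean of 585.3 ± 80.2 HVGs (SD, n = 6 time-points) and the 6 night time-points one of 820.5 ± 150.9 (SD, n = 6). The difference of 235.2 HVGs was larger than in most of the 924 ways of splitting the time-points into 6 and 6 (exact permutation test, p = 0.0108). The splits treat the time-points as exchangeable, although day and night are each a run of consecutive time-points, so a drift over time is not excluded. Seedlings share their numbers between time-points, and the paper gives the number as the position in the plate. Whether the number pairs the seedlings was checked with their deviations from the mean of the time-point, whose correlation was 0.102 higher between seedlings with the same number than between seedlings with different numbers (permutation test, p = 0.001, the smallest value that 1000 resamples allow). With the seedling number as a replicate block, a pairing taken from the labels and the paper, the night minus day difference was 143.2 HVGs (exact permutation test, p = 0.0606). Depth also differed between day and night. Over the 12 time-points, the number of HVGs and the median total count had a Pearson r of -0.54 (permutation p = 0.069, Benjamini-Hochberg adjusted over 8 relations 0.138) and a Spearman rho of -0.63 (permutation p = 0.032, adjusted 0.085). Without ZT6 and ZT22, the time-points farthest from the median depth, r was -0.69 (permutation p = 0.028, adjusted 0.085) and rho -0.70 (permutation p = 0.031, adjusted 0.085). Within the periods the relation was not detectable. Over the 6 day time-points r was 0.30 (rho 0.31) (exact permutation p = 0.556 and 0.564, adjusted 0.714). Over the 6 night time-points r was -0.23 (rho -0.20) (exact permutation p = 0.631 and 0.714, adjusted 0.714). With 6 time-points each, these values do not show that it is absent. Raising the minimum biological CV to 50%, a setting chosen after the data were seen, moved the difference between night and day most, to 4.5 HVGs (exact permutation test, p = 0.541), and thinning all counts to the smallest total, which leaves out ZT22, gave 81.8 (exact permutation test, p = 0.022). From the counts per time-point, the paper concludes that more HVGs are found during the night.

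**Figure D2:**
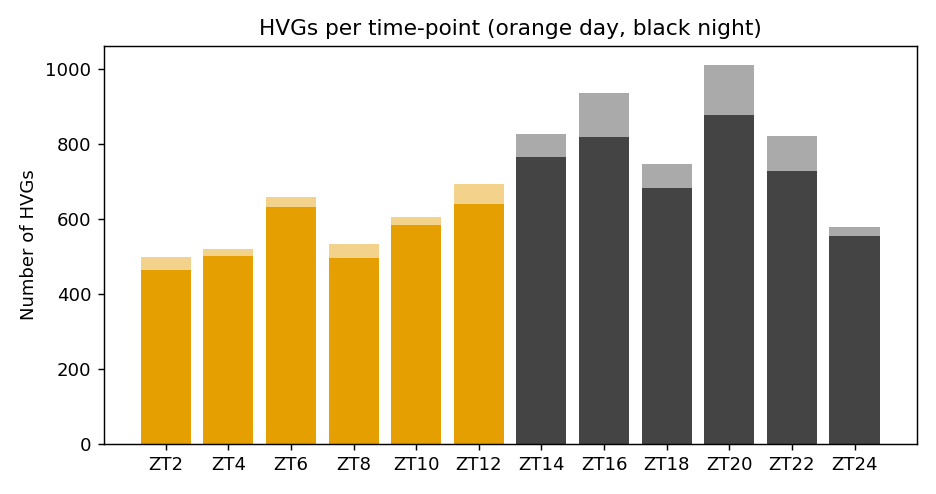
Number of HVGs at each time-point, with the part that is also an HVG at another time-point in the darker shade and the part found only there in the lighter shade. The bars rise from 499 at ZT2 to 1012 at ZT20 and the last night time-point, ZT24, has 580.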

In total, we identified between 257 and 716 HVGs at each time‐point, with more HVGs identified during the night (Fig 2A). We also generated two other reference gene lists to compare to the HVGs: 1,000 randomly selected sets of genes for each time‐point, with the number of random genes selected matching the number of HVGs for each time‐point (Appendix Fig S3B), and the least 1,000 variable genes for each time‐point (LVGs, for lowly variable genes, see Appendix Fig S3A). We see that HVGs are at least three times and on average 9.3 times more variable than the global trend, while LVGs are at least 4.8 times and on average 8.9 times less variable than the global trend (Appendix Fig S2C). 

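Over all calls, the CV2 of HVGs was at least 2.44 times the trend, with a mean of 7.36 times and a median of 4.68 times. For the 1000 LVGs of each time-point, the trend was at least 4.35 times the CV2, with a mean of 6.77 times and a median of 6.07 times. By time-point, the mean ratio of HVGs to the trend ranged from 5.54 at ZT20 to 9.66 at ZT4. The mean of HVGs dropped most with thinned counts, to 4.36, and the mean of LVGs rose most after removal of 1 factor of unwanted variation by RUVg, to 10.4.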

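The random sets were drawn from the tested genes, whose log_2_(CV2/trend) over all time-points ran from -5.28 to 7.47. The central 95% of the values lay between -2.72 and 2.15. The median was -2.60 for LVG calls and 2.23 for HVG calls.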

Random genes span a wide range of variability including values as low as for LVGs and as high as for HVGs. 

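In at least one time-point, 2162 genes were HVGs, which is 13.8% of the 15659 genes tested at any time-point. With the filter at an average of 20 TPM in place of 5 TPM, 1006 genes were HVGs, and with an FDR of 1% in place of 10% it was 10.0% of the tested genes. The largest change came with a minimum biological CV of 50%, chosen after the data were seen, under which 170 genes were HVGs. From the share of the transcriptome called highly variable, the paper concludes that variability between individuals is widespread throughout the time course.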

All these results taken together reveal a widespread level of inter‐individual variability in gene expression throughout the entire time course, with 8.7% of the analysed transcriptome identified as highly variable in at least one time‐point (1,358 HVGs). Moreover, as we describe in more detail below, some genes can show very different levels of variability during the time course.

**Figure 2:**
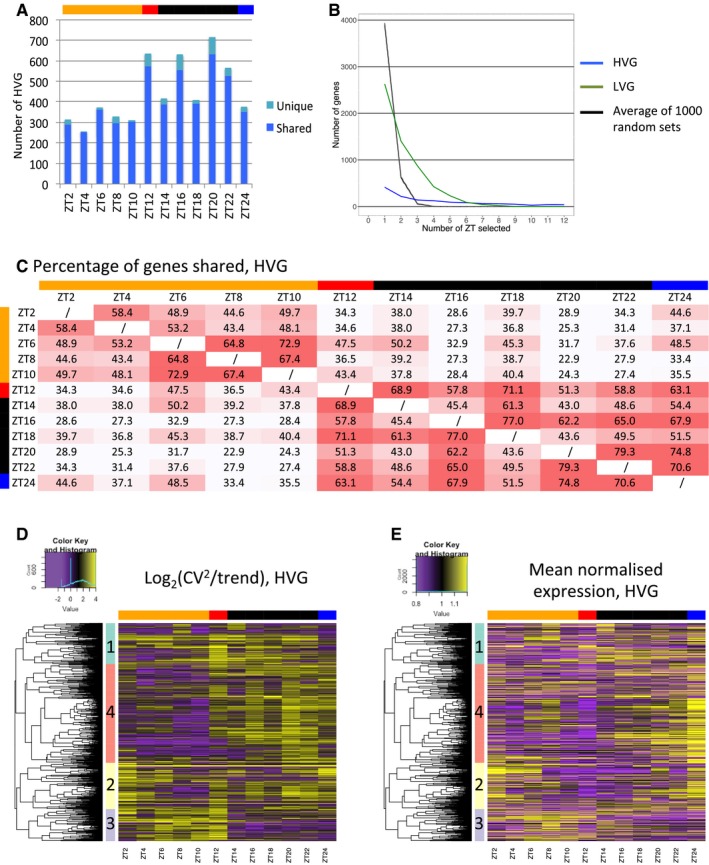
Structure of noisiness shows partitioning between day and night Number of genes identified as being highly variable for each time‐point. These genes are separated between those that are also selected as highly variable in at least one other time‐point (dark blue) and those highly variable in only one time‐point (light blue). The top bar indicates time‐points harvested during the day (orange), just before dusk (red), during the night (black) and just before dawn (blue).Distribution of the number of time‐points at which genes are identified as highly variable (blue) or lowly variable (green). The distribution of average (black) and 95% confidence interval (dotted grey) for the thousand random sets are also represented and are so close that they are superimposed and cannot be differentiated in the figure.Heatmap of the percentage of HVGs shared between time‐points. Red indicates a high percentage of HVGs in common between two time‐points. The top and side bars indicate time‐points harvested during the day (orange), just before dusk (red), during the night (black) and just before dawn (blue).Hierarchical clustering of HVGs based on the log_2_(CV^2^/trend) at each time‐point. The result is represented as a heatmap where yellow indicates a high log_2_(CV^2^/trend). The genes were separated into four clusters, indicated by the side coloured bar. The top bar indicates time‐points harvested during the day (orange), just before dusk (red), during the night (black) and just before dawn (blue). See Appendix Fig S3G for heatmaps of the log_2_(CV^2^/trend) with the same colour cut‐offs for HVGs, LVGs and random genes.Heatmap of the mean normalised expression level for the genes in Fig 2D, keeping the same clustering organisation. The top bar indicates time‐points harvested during the day (orange), just before dusk (red), during the night (black) and just before dawn (blue).

### Structure of noisy genes shows partitioning between day and night

We next examined the structure of our measured variability in more detail. First, we examined whether HVGs identified for each time‐point were scored as variable for multiple time‐points or for this time‐point only. The vast majority (~93%) of the HVGs identified for each time‐point are also identified as highly variable in another time‐point (Fig 2A, dark blue). 

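On average over the 12 time-points, 92.5 ± 3.5% (SD, n = 12 time-points) of the HVGs of a time-point were HVGs at another time-point as well. The lowest percentage was 86.8% at ZT20, where 134 of the 1012 HVGs were found only there, and the highest 96.7% at ZT10, where 20 of the 605 were. Thinned counts lowered the average most, to 88.1%.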

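LVGs were shared with another time-point in 73.7 ± 3.6% of cases (SD, n = 12 time-points, 1000 LVGs each). For 1000 random sets with as many genes per time-point as there were HVGs, the average was 39.9%, and 95% of the sets lay between 38.7% and 41.2%. Among the alternatives, an average of at least 20 TPM changed the LVG value most, to 86.4%.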

In comparison, an average of ~80% of LVGs and ~30% of random genes selected for each time‐point is also observed in another time‐point (Appendix Fig S3A and B).

Since many genes are identified in more than one time‐point, we then defined in how many time‐points they are identified. We performed this analysis on all the HVGs (1,358 HVGs), LVGs (5,727) and on a thousand sets of random genes selected for each time‐point (same number as HVGs for the time‐point). 

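Of the 2162 HVGs, 685 were found at one time-point only, which is 31.7% (95% Wilson confidence interval 29.8% to 33.7%). Another 370 HVGs were found at 2 time-points and 213 at 3, and 66 were found at all 12, or 3.1%. The percentage found at one time-point only was highest with TMM-normalised counts, at 37.0%, for which ZT22 had to be left out.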

In total, 30% of all the 1,358 HVGs are identified in only one time‐point while the others are shared with other time‐points, up to all of the 12 time‐points for 40 genes (Fig 2B). 

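LVGs were found at one time-point only for 51.6% of the 6109 genes, and none of them at all 12, the highest number being 11. In the 1000 random sets, 76.6% of the genes were found at one time-point only (95% of the sets between 75.7% and 77.5%), and none at all 12. A gene of a random set was found at 4 to 6 time-points at most in 95% of the sets. Restricting the test to genes with an average of at least 20 TPM lowered the LVG percentage to 36.7%.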

LVGs and random genes are identified in a lower number of time‐points, with 46% of all LVGs and on average 85% of all random genes that are specific for one time‐point, while no genes are observed as lowly variable or random in all 12 time‐points (Fig 2B). 

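For the genes found at more than 6 time-points, the sets differed further. There were 94 HVGs at 7 time-points, 96 at 8, 71 at 9, 67 at 10 and 69 at 11. The numbers for LVGs were 57, 32, 14, 3 and 3. From this comparison, the paper concludes that HVGs are shared between time-points more often than LVGs or random genes.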

These results show that the number of HVGs shared between time‐points is higher than what is observed for LVGs and random genes. It indicates that genes can be highly variable for multiple time‐points and potentially show profiles in gene expression variability.

Having observed that HVGs are shared between time‐points, we then tested for any structure in the gene expression variability across the diurnal cycle. 

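The number of HVGs shared by a pair of time-points was divided by the length of the shorter list, over all 66 pairs. As an example, 292 HVGs were shared between ZT2 and ZT4, which is 58.5% of the 499 HVGs of ZT2, the shorter list, and 56.0% of the 521 of ZT4. From the pairs, the paper takes it that day and night time-points separate.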

We calculated the percentage of HVGs that are shared between any two time‐points and can see a clear separation of day and night time‐points (Fig 2C). ZT12, which was harvested just a few minutes before dusk, behaves more like a night than a day time‐point as it shares a higher proportion of HVGs with night time‐points. 

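ZT12 shared on average 65.4% of the HVGs of the shorter list with the 5 other day time-points and 53.3% with the 6 night time-points, a night minus day difference of -12.1 points (exact permutation test over all splits of the 11 time-points, p = 0.0043). Over the union of the lists the averages were 41.6% and 31.4% (exact permutation test, p = 0.0216). With the later time-point's list as the denominator, chosen after the data were seen, they were 53.1% and 44.6% (exact permutation test, p = 0.0996). The HVG lists of the paper's Table EV2 gave 79.2% with day and 62.9% with night time-points over the shorter list (exact permutation test, p = 0.0108). Over the later list they gave 39.2% with day and 61.8% with night (exact permutation test, p = 0.0043). Over the union they gave 35.6% with day and 37.1% with night (exact permutation test, p = 0.584). The paper reasons from its higher sharing with night time-points that ZT12 behaves more like the night.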

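Without ZT12, pairs of day time-points shared on average 62.5% of the HVGs of the shorter list and pairs of night time-points 64.5%, while a day and a night time-point shared 55.1%. The mean within a period exceeded that between periods by 8.63 points, more than under any other labelling of the 11 time-points (exact permutation test over all labellings, p = 0.0022, the smallest value they allow). The labellings treat the time-points as exchangeable, while day and night are each a run of consecutive time-points. A likeness of neighbouring time-points could give the same result, and this test cannot separate it from a difference between day and night. Relative to the union of both lists, the values were 41.1% for day pairs, 39.7% for night pairs and 28.8% between day and night (exact permutation test, p = 0.0022, again the smallest). The denominator moved the values most. Over the later time-point's list they were 56.1%, 61.4% and 38.3%, a difference of 20.97 points (exact permutation test, p = 0.0022), and over the earlier one 60.7%, 54.3% and 54.8%, a difference of 2.05 points (exact permutation test, p = 0.149). Both of these denominators were chosen after the data were seen. Among the settings chosen beforehand, counts thinned to the smallest total gave the lowest difference, 2.51 points (exact permutation test, p = 0.0079, the smallest possible for 10 time-points). From the higher percentages within day and within night, the paper concludes that HVGs are structured by period.

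**Figure D3:**
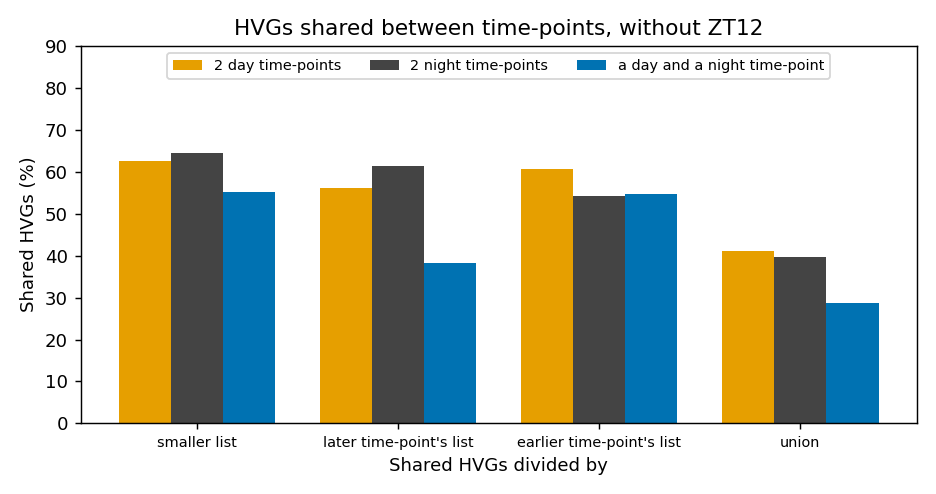
Percentage of HVGs shared by pairs of time-points. As a part of the shorter list, pairs of day time-points average 62.5%, pairs of night time-points 64.5% and mixed pairs 55.1%, without ZT12.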

When excluding ZT12, the percentage of HVGs that are shared between two time‐points of the day (~55% on average) and two time‐points of the night (~60%) is higher than between one time‐point of the day and one time‐point of the night (~35%). 

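For the 1000 LVGs per time-point, pairs of day time-points shared on average 20.6%, pairs of night time-points 19.9% and a day and a night time-point 14.9%. The mean within a period was 5.24 points above that between periods (exact permutation test over all labellings of the 11 time-points, p = 0.0065). The limit from consecutive time-points holds for LVGs too. With the replicate block this difference was smallest, at 2.195 points (exact permutation test, p = 0.0065). The LVG lists of Table EV2 gave 17.4%, 20.8% and 16.6%, a difference of 2.79 points (exact permutation test, p = 0.0043). The paper takes its percentages for LVGs as similar within and between day and night.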

When doing the same analysis for LVGs, we observed that the percentage of genes that are shared between two time‐points of the day (~18.5%) and two time‐points of the night (~20.8%) is very similar to the percentage of genes shared between one time‐point of the day and one time‐point of the night (~17%, Appendix Fig S3C). We could not find any difference in the percentage of genes that are shared between two time‐points in these three categories for the set of random genes analysed (Appendix Fig S3D). 

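In the random sets the average percentages were 3.9% for pairs of day time-points (95% of the 1000 sets between 3.4% and 4.5%), 5.9% for pairs of night time-points (5.5% to 6.3%) and 5.3% between day and night (4.9% to 5.6%). The sets have the sizes of the HVG lists, which are longer at night.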

This result indicates a structure of the HVGs, but not of LVGs and random genes, in the time course, with a separation between day and night.

In order to identify profiles of inter‐individual variability across the time course, we performed hierarchical clustering of all 1,358 HVGs based on their log_2_(CV^2^/trend) at each time‐point. 

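Clustering with complete linkage used the 2104 HVGs that were tested at 6 or more time-points, and the tree was cut into 4 clusters of 921, 483, 414 and 286 genes. With average linkage, the 4 clusters held 1263, 686, 123 and 32 genes.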

We identified four clusters of variability patterns across the time course (Fig 2D, Appendix Fig S3G). Profiles of genes representative of each cluster can be seen in Appendix Fig S3H. Two clusters (543 genes, clusters 1 and 2) are composed of genes that are variable during the day and the night. 

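The 2 clusters with the smaller differences between day and night held 414 and 286 genes, 700 together. The mean log_2_(CV2/trend) of the 414 genes was 1.65 by day and 1.16 by night, and that of the 286 genes was 0.68 by day and 1.23 by night.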

One cluster (200 genes, cluster 3) is composed of genes that are highly variable mainly during the day, while another one (615 genes, cluster 4) is composed of genes highly variable mainly during the night. 

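In the cluster of 483 genes, the mean log_2_(CV2/trend) was 1.71 over the day time-points and 0.87 over the night time-points. In the cluster of 921 genes, it was 0.56 by day and 1.29 by night. The clusters were defined from these same values. Average linkage enlarged the day cluster to 686 genes and the night cluster to 1263 genes. From the clusters, the paper concludes that different genes are variable by day and by night.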

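The same clustering was applied to 6105 LVGs and to a random set of 2148 genes. The largest night minus day difference of a cluster was 0.71 for LVGs (691 genes, -1.75 by day and -1.04 by night) and 0.53 for random genes (496 genes, -1.06 by day and -0.53 by night), against -0.84 and 0.74 in the clusters of HVGs. Values of log_2_(CV2/trend) above 1 made up 44.9% to 57.3% of the values in the clusters of HVGs, at most 0.6% in those of LVGs and at most 9.6% in those of random genes. HVGs and LVGs were selected on these values, so the percentages do not bear on a structure by day and night. The paper reasons that a marked structure of the profiles is specific to HVGs.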

This observation is specific for HVGs, as we cannot observe such marked structure of variability profiles for LVGs and a set of random genes (Appendix Fig S3E–G). All these results show a clear structure in gene expression variability between seedlings during the time course, with different sets of genes being variable during the day or during the night, further suggesting regulation of the level of variability.

### Highly variable genes are enriched in environmentally responsive genes

We next examined the function of the HVGs and LVGs. To do so, we first analysed Gene Ontology (GO) enrichment for all 1,358 HVGs. We identified enrichment for several processes involved in the response to biotic and abiotic stresses as well as in the response to endogenous and exogenous signals (Table EV3). This is not the case for the 5,727 LVGs, for which we found enriched GOs involved in primary metabolism (Table EV4), or for the random genes, for which no GO term was enriched.

Interestingly, different GOs are enriched in the clusters identified in Fig 2D based on the log_2_(CV^2^/trend) of HVGs along the time course (Table EV3). For example, the response to cold is enriched in clusters 1 and 3, containing genes highly variable during the day, while nitrate assimilation is only enriched in cluster 4, which contains genes highly variable during the night (Table EV3). This result suggests that some GOs might be variable at specific times of the diurnal cycle. In order to test this, we analysed GO enrichment for the HVGs identified at each time‐point and clustered the GOs based on the log_10_(FDR) of their enrichment at the different time‐points (Fig 3A). While some GOs such as lipid transport and defence response to fungus are enriched in HVGs throughout the entire time course, we also identified GOs that are enriched only for a subset of the time course. This is the case for the response to toxic substance, reactive oxygen species metabolic process and response to iron ion that are more enriched during the night, or the response to water deprivation and to cold that are more enriched during the day (Fig 3A). We also analysed GO enrichment for the LVGs at each time‐point and do not observe such enrichment of GOs preferentially during the day or night (Fig 3B, Table EV4). We also observed that HVGs tend to be expressed with a higher tissue specificity compared with LVGs and random genes (Appendix Fig S4A, Wilcoxon text *P* < 2.2e^−16^ between HVG and LVG, Wilcoxon text *P* < 2.2e^−16^ between HVG and the thousand sets of random genes). Most HVGs are still expressed in more than one tissue (Appendix Fig S4B). This higher tissue specificity is in agreement with the enrichment of many GOs associated with tissue‐specific functions in HVGs.

**Figure 3:**
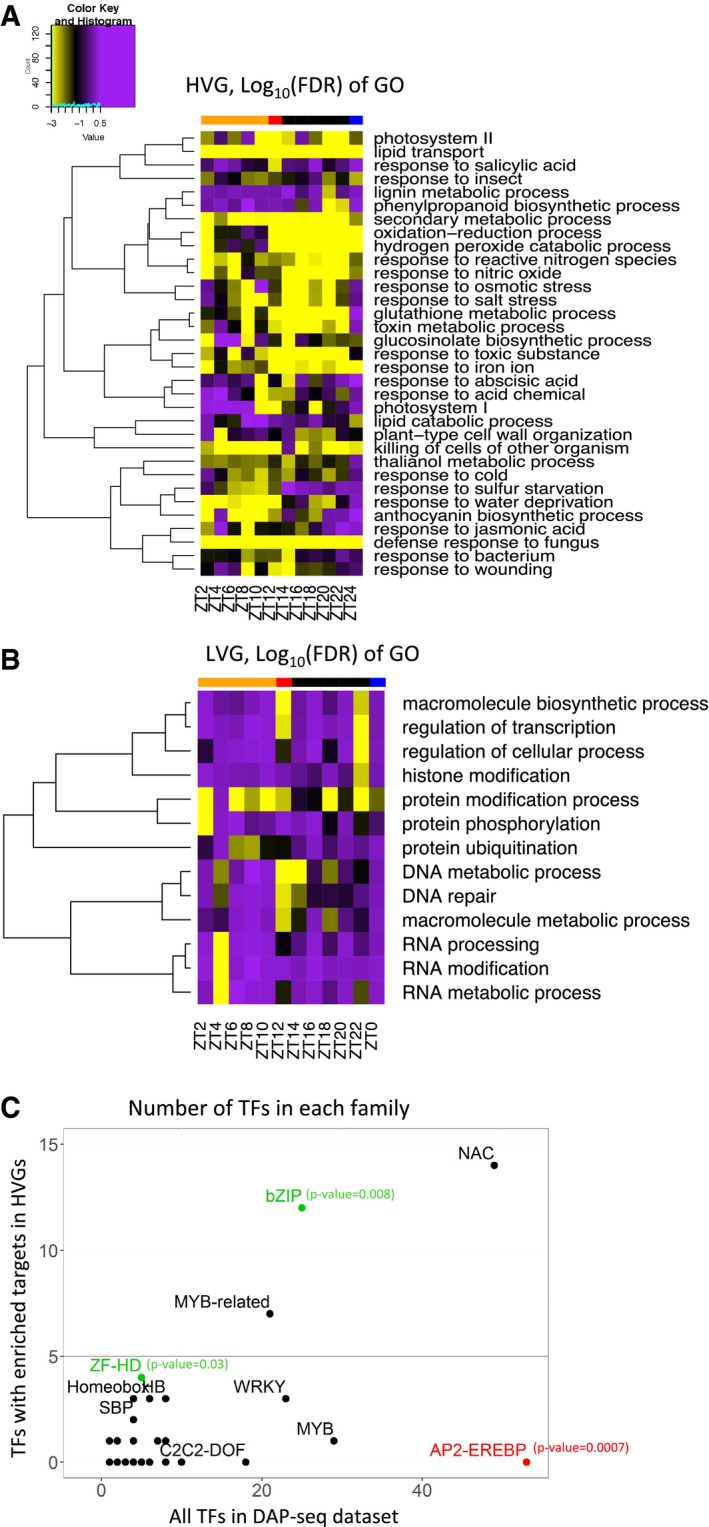
HVGs are enriched for stress responses GO enrichment for genes selected as highly variable for each time‐point. GOs that are enriched in at least one time‐point are represented. Hierarchical clustering of the GO is performed on the log_10_(FDR) for GO enrichment in the HVGs. The result is presented as a heatmap with significantly enriched GO in yellow. The top bar indicates time‐points harvested during the day (orange), just before dusk (red), during the night (black) and just before dawn (blue).GO enrichment for genes selected as lowly variable for each time‐point. GOs that are enriched in at least one time‐point are represented. Hierarchical clustering of the GO is performed on the log_10_(FDR) for GO enrichment in the LVGs. The result is presented as a heatmap with significantly enriched GO in yellow. The top bar indicates time‐points harvested during the day (orange), just before dusk (red), during the night (black) and just before dawn (blue).Number of transcription factors (TF) in each TF family with enriched targets in the HVGs compared with the total number of TFs in each family included in the DAP‐seq data. Families in green have a significantly higher number of TFs with enriched targets in the HVGs than in the entire data set. Families in red have a significantly lower number of TFs with enriched targets in the HVGs than in the entire data set (based on a Fisher's exact test for which *P*‐values are included in figure).

In order to support these GO enrichment results, we also examined the transcription factors binding to the HVGs and LVGs, using available data generated by DNA affinity purification coupled with sequencing (DAP‐seq), which provides the list of *in vitro* targets for 529 TFs (O'Malley *et al*, 2016). We identified 60 TFs with enriched targets in the HVGs, 5 TFs with enriched targets in the LVGs and only one TF with enriched targets in the random genes. 

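The 7 TFs that the paper marks as highly variable were looked up in the tests of the 12 time-points. *AT5G56840*, a myb-like TF, was an HVG at 4 of the 8 time-points at which it was tested, and *WRKY33* (AT2G38470) at 3 of 12. *HB33* (AT1G75240) and *LCL1* (AT5G02840) were HVGs at 1 of 12, *RVE1* (AT5G17300) at 1 of 7 and *LHY* (AT1G01060) at 1 of 6. *TGA1* (AT5G65210) was an HVG at 0 of 12, with a mean log_2_(CV2/trend) of 0.68. With the replicate block, *TGA1* was an HVG at 1 time-point.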

Out of the 60 TFs with enriched targets in the HVGs, only 7 are themselves HVGs. 1,106 out of 1,358 HVGs are potential targets of at least one of these 7 TFs. However, 23,301 genes in total are potential targets of at least one of these 7 TFs, so only a small fraction of these potential targets are HVGs (Table EV5). Moreover, DAP‐seq data being derived from *in vitro* interaction, it only provides a list of potential targets and further experiments such as ChIP‐seq would be required to obtain the list of genes regulated by these TFs in our conditions. When deriving gene regulatory networks from the DAP‐seq data for HVGs and these TFs, we observed a high level of regulation of these 60 TFs by other TFs of this same list and that most HVGs are targeted by a combination of highly variable and non‐highly variable TFs (Appendix Fig S4C–E and Table EV6). These results suggest that while the high level of variability could potentially partly be explained by TFs, other factors are also probably involved. These 60 TFs with enriched targets in the HVGs are mainly part of the NAC‐, bZIP‐ and MYB‐related families. ZF‐HD (4 TFs with enriched targets in the HVGs) and bZIP (12 TFs with enriched targets in the HVGs) families are significantly more represented in this set than expected based on the entire DAP‐seq data set (Fig 3C). bZIP TFs regulate multiple processes including pathogen defence, light and stress signalling, seed maturation and flower development (Jakoby *et al*, 2002). These are in agreement with the enriched GOs identified for HVGs, involved in responses to the environment as well as biotic and abiotic stresses.

These results show that HVGs are enriched for genes involved in the response to environment and stress and are targeted by TF families involved in environmental responses, while LVGs are enriched in DNA, RNA and protein metabolism. Moreover, the clear pattern of enrichment for some function either during the day or the night further suggests that variability between seedlings across the day and night is functional and might be controlled.

### Gene expression profiles and variability are not correlated for the majority of the HVGs

Having identified that HVGs are enriched in stress‐responsive genes and that variability is structured during a diurnal cycle, we next asked what factors could be involved in modulating variability in expression? To test whether expression levels could modulate variability, we analysed the expression level of HVGs, LVGs and random genes at each time‐point (Appendix Fig S5A). We observed that expression levels of HVGs are slightly higher than for a thousand sets of random genes and LVGs. 

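The median expression of HVGs, as log_2_ of the mean TPM of each gene, was compared with that of LVGs and of random sets at each time-point. HVGs were lower than LVGs at 12 of 12 time-points, with a mean difference of -0.68 ± 0.25 on the log_2_ scale (SD, n = 12 time-points; exact sign-flip permutation test, p = 0.0005, the smallest value the 4096 sign changes allow). Their difference from the mean of the random sets was -0.11 ± 0.06 (SD, n = 12; exact sign-flip permutation test, p = 0.0005, also the smallest), and was negative at every time-point. At most time-points the median of HVGs still lay within the central 95% of the random sets. At ZT2 the medians were 18.4 TPM for HVGs, 38.1 TPM for LVGs and 21.1 TPM for all tested genes. The lists of the paper's Table EV2 moved this result most, since with them the median of HVGs was higher than that of LVGs by 1.58 on average (exact sign-flip permutation test, p = 0.0005) at 12 of 12 time-points. The paper concludes from its lists that HVGs are slightly more expressed than the other sets.

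**Figure D4:**
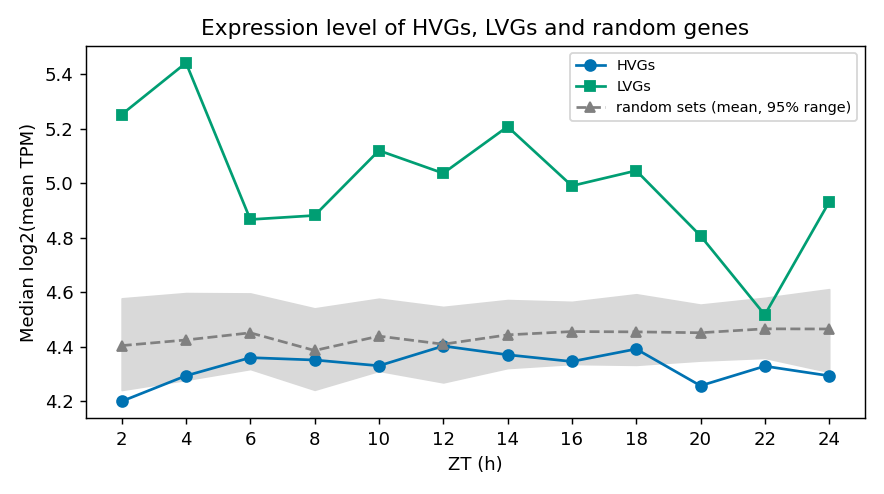
Median expression, as log_2_ of the mean TPM, of HVGs, LVGs and random sets at each time-point, with the central 95% of the random sets. At ZT2 HVGs have a median of 4.20, random sets 4.40 and LVGs 5.25.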

In order to define whether expression profiles could influence changes in variability during the time course, we used the same hierarchical clustering of HVGs based on their log_2_(CV^2^/trend) (Fig 2D) to represent their mean normalised expression levels (Fig 2E). We observed that genes in cluster 4, which are more variable during the night, have a peak of expression at the end of the night. 

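In the night cluster of 921 HVGs, the expression relative to the mean of each gene peaked at ZT24, at 1.16, and was lowest at ZT12. Its mean was 0.98 over the day and 1.02 over the night time-points. Under average linkage the night cluster of 1263 genes peaked at ZT24 too, at 1.17.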

Genes in cluster 3, that are more variable during the day, are also slightly more expressed during the day. 

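In the day cluster of 483 HVGs, the relative expression was 0.95 over the day and 1.05 over the night time-points, with its peak at ZT14 (1.08) and its lowest mean at ZT12. The paper takes from its own cluster that genes more variable by day are slightly more expressed by day.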

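Among the 4 clusters of HVGs, the mean relative expression stayed between 0.95 and 1.01 by day and between 0.99 and 1.05 by night, while the mean log_2_(CV2/trend) ran from 0.56 to 1.71 by day. The paper concludes that no general link between the profiles is visible for all HVGs.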

However, at a global scale, we cannot see a general link between profiles of gene expression level and variability for all HVGs (Fig 2E).

To go further, we analysed the correlation between the profiles of mean normalised expression and of the log_2_(CV^2^/trend) profile for each of the 1,358 HVGs, 5,727 LVGs as well as for a thousand sets of random genes of the same number as all HVGs (1,358, Appendix Fig S5B). We observed a slightly higher correlation for HVGs (median of 0.18) compared to LVGs (median of −0.06) and the thousand sets of 1,358 random genes (median of −0.005 on average with a 95% confidence interval of −0.019 to 0.008). 

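For the genes tested at 6 or more time-points, the Pearson correlation between the profile of relative expression and that of log_2_(CV2/trend) was computed over these time-points. Its median was -0.029 for 2104 HVGs (95% bootstrap interval -0.059 to 0.007) and -0.142 for 6105 LVGs. For 1000 random sets, the median was -0.105 on average, and 95% of the sets lay between -0.125 and -0.083. The filter on expression moved the median of HVGs most, to -0.203 with an average of at least 20 TPM and to 0.074 with one of at least 1 TPM. From the order of the medians, the paper concludes that the correlation is slightly higher for HVGs.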

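The profile correlation was between 0.3 and 0.7 for 432 of the 2104 HVGs, and between -0.2 and 0.2 for 611. The paper reasons from the shape of the distribution that expression and variability go together for some HVGs and not for many others.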

However, while variability and expression levels are positively correlated for some HVGs (peak around 0.5 in Appendix Fig S5B), this is not the case for many other HVGs (peak around 0 in Appendix Fig S5B). We cannot see major differences between these two groups of genes in the expression profiles or the number of time‐points for which genes are identified as HVGs (Appendix Fig S5C and D). However, HVGs with a positive correlation between variability and expression levels (peak around 0.5 in Appendix Fig S5B) have a lower expression level in general compared to other HVGs (Appendix Fig S5E). 

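The 190 HVGs with a positive profile correlation (p of at most 0.05) had a median of 4.02 on the scale of log_2_ mean TPM, against 4.36 for the 1914 other HVGs (permutation test with 100000 resamples, p = 0.0114). This contrast is across genes, which are not independent replicates.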

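A profile correlation with p of at most 0.05 was found for 425 of the 2104 HVGs, which is 20.2% (95% Wilson confidence interval 18.5% to 22.0%), of which 190 were positive and 235 negative. For LVGs the percentage was 15.9%, and for random sets 15.1% (95% of the sets between 13.7% and 16.5%). After Benjamini-Hochberg adjustment over the HVGs, 94 remained, or 4.5%, the largest change among the alternatives. From the percentage of HVGs, the paper proposes that expression could potentially explain the variability profile of such genes.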

If we consider HVGs with a significant correlation (*P* ≤ 0.05), it seems that profiles in gene expression variability for approximately 20% of HVGs could be potentially explained by expression profiles (for profiles of positive and negative correlations, see examples in Appendix Fig S5F and G). 

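No profile correlation at this threshold was found for 79.8% of the 2104 HVGs. For these genes a relation was not detectable with at most 12 time-points. With thinned counts, 10.7% of HVGs had a correlation at the threshold.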

No significant correlation can be measured between gene expression and variability profiles for the remaining 80% of the genes (example Appendix Fig S5H). Altogether, these results suggest that profiles in variability could potentially be explained by expression levels for only a fifth of HVGs, indicating that other factors might be involved in facilitating gene expression variability.

### Noisy genes tend to be smaller and to be targeted by more transcription factors

In order to identify other factors that might be involved in regulating gene expression variability, we analysed several genomic features including gene length, number of introns and the number of TFs targeting the genes for all 1,358 HVGs, 5,727 LVGs and a thousand sets of 1,358 random genes. We first observed that HVGs tend to be shorter and contain a lower number of introns than LVGs or random genes (Fig 4A and B, Appendix Fig S6A and B, Wilcoxon text *P* < 2.2e^−16^ between HVG and LVG, Wilcoxon text *P* < 2.2e^−16^ between HVG and the thousand sets of random genes). 

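Gene length was taken from the start to the end of the gene in the deposited coordinates (TAIR10). The median length was 1440 bp for the 2162 HVGs (quartiles 859 and 2186 bp), 2488 bp for the 6109 LVGs (quartiles 1897 and 3363 bp) and 2247 bp for all tested genes. The length of HVGs differed from that of LVGs (permutation test of the mean rank with 100000 resamples, p = 1e-05, the smallest they allow) and from that of the other tested genes (permutation test, p = 1e-05, also the smallest). In the random sets the median length was 2248 bp, with 95% of the sets between 2194 and 2301 bp. Introns were counted in the lowest-numbered transcript model of the annotation, which covers 99.4% of the tested genes. HVGs had a median of 2 introns (quartiles 0 and 4, 2098 genes) and LVGs one of 5 (quartiles 2 and 9, 6097 genes), with 4 in all tested genes (permutation test between HVGs and LVGs, p = 1e-05, the smallest). Genes in both sets (72) were left out of the tests. The difference of -1048 bp between the medians was largest with thinned counts, at -1934 bp, and smallest for the summed exon length, at -517 bp. The paper concludes that HVGs tend to be shorter and to have fewer introns.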

We also observed a negative trend between the level of variability and the gene length or number of introns for all genes at each time‐point (Appendix Fig S6C and D). 

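Across the genes of a time-point, Spearman's rho between gene length and log_2_(CV2/trend) was negative at all 12 time-points, from -0.46 at ZT20 to -0.03 at ZT8, with a mean of -0.247 ± 0.153 (SD, n = 12 time-points). For the number of introns the mean was -0.225 ± 0.089 (SD, n = 12), from -0.35 at ZT20 to -0.08 at ZT8. Genes are not independent replicates, and no p was computed for these values. Thinned counts gave the largest change, to a mean of -0.541 for length.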

As the gene length and number of introns are strongly positively correlated (Appendix Fig S6E), we analysed the impact of one of these factors on gene expression variability while fixing the other and vice versa. 

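Length and number of introns had a Spearman's rho of 0.765 across the tested genes. Among genes of 1000 to 2000 bp, HVGs had on average 1.94 introns (772 genes) and LVGs 2.65 (1661 genes). Between 2000 and 3000 bp the means were 4.29 (363 HVGs) and 5.27 (2235 LVGs), both with a permutation p of 1e-05, the smallest that 100000 resamples allow (2.5e-05 adjusted over 15 comparisons). From 3000 to 4000 bp they were 7.12 (137 HVGs) and 8.30 (1076 LVGs) (permutation p = 0.0008, adjusted 0.0017). Under 1000 bp they were 0.61 and 0.66 (permutation p = 0.725, adjusted 0.725), and from 5000 bp upwards 11.8 for 19 HVGs and 13.8 for 220 LVGs (permutation p = 0.113, adjusted 0.154). In its own comparison, the paper reports that HVGs, LVGs and random genes of similar size have very similar intron numbers.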

We observed very similar distributions for the number of introns of HVGs, LVGs and thousand sets of random genes when these genes are of similar size (Appendix Fig S6F). On the contrary, we observed a trend for HVGs to be smaller when comparing genes with the same number of introns, for genes with three introns and less (Appendix Fig S6G). 

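With the number of introns fixed, the median length of HVGs and LVGs was 748 and 1564 bp for genes without introns, 1050.5 and 1855 bp with 1 intron, 1364 and 1889 bp with 2, and 1781 and 2004 bp with 3. All 4 comparisons had a permutation p of 1e-05, the smallest that 100000 resamples allow (2.5e-05 adjusted over 15 comparisons). For genes with 4 introns the medians were 2012.5 and 2108 bp (permutation p = 0.076, adjusted 0.114), and with 5 introns 2166.5 and 2285 bp (permutation p = 0.046, adjusted 0.076). With 6 introns they were 2428 and 2432.5 bp (permutation p = 0.628, adjusted 0.681). With 7 introns HVGs had the larger median, 2823 against 2636 bp (permutation p = 0.273, adjusted 0.342). With 8 introns the medians were 2682 and 2865 bp (permutation p = 0.636, adjusted 0.681). From the trend at few introns, the paper proposes that gene length might have the greater role.

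**Figure D5:**
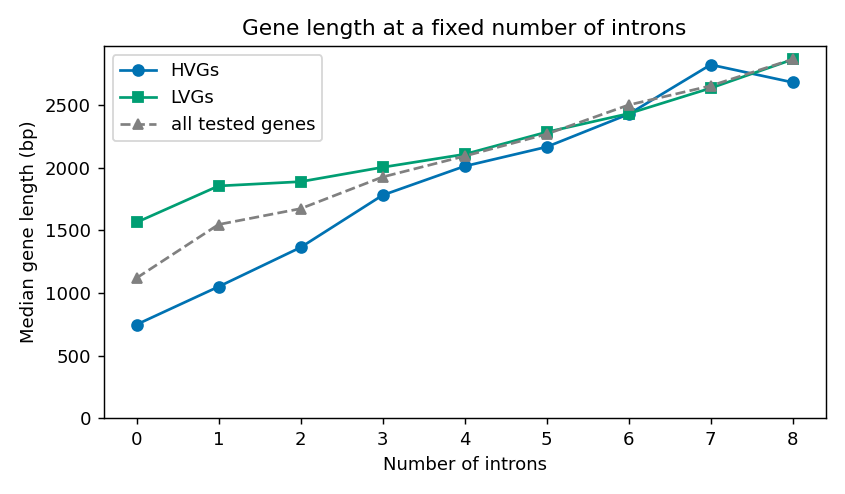
Median gene length in bp of HVGs, LVGs and all tested genes, by number of introns. HVGs without introns have a median of 748 bp against 1564 bp for LVGs, and with 6 introns the medians are 2428 and 2432.5 bp.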

These results suggest that gene length might have a more important role than the number of introns in facilitating gene expression variability. In order to check for potential experimental bias that could account for the fact that smaller genes are more variable, we fragmented *in silico* 27 genes of ~1.5 to ~2.5 kb into smaller fragments of ~250–300 bp and examined whether this could affect the level of gene expression variability that we estimate (Appendix Fig S6H). We performed this analysis for genes with different levels of expression that are either HVGs, LVGs or have a corrected CV^2^ around zero (i.e. close to the global trend). We observed a very similar level of corrected CV^2^ for full genes and their fragments (Appendix Fig S6H). Only 2 fragments out of the 35 (5%) originating from HVGs are not any more identified as highly variable, and only 2 fragments out of the 63 (3%) originating from genes that are not highly variable are now identified as highly variable. These results suggest that the trend we observe of HVGs to be smaller is not caused by technical biases.

**Figure 4:**
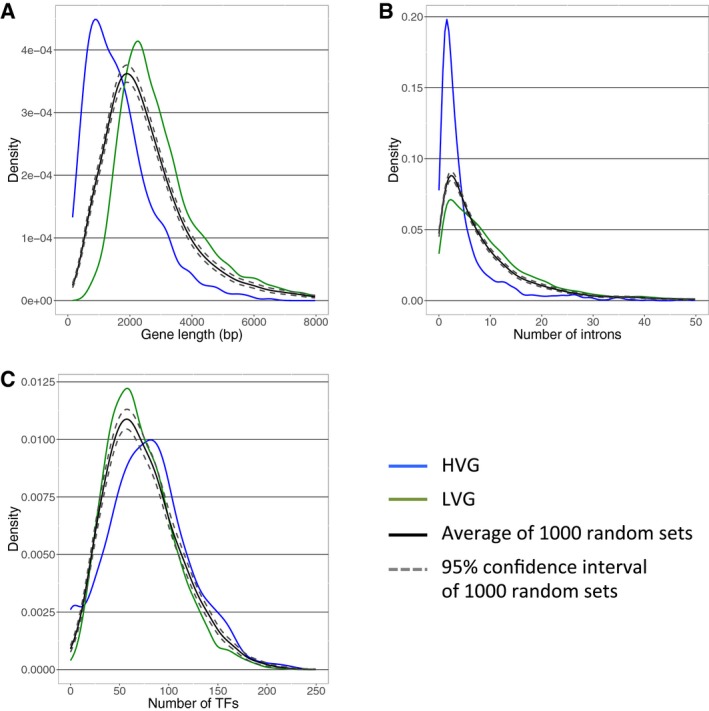
HVGs tend to be small and to be targeted by a higher number of TFs Distribution of the gene length (in bp) for LVGs (green) and HVGs (blue). The distribution of average (black) and 95% confidence interval (dotted grey) for the thousand random sets is also represented.Distribution of the number of introns for LVG (green) and HVG (blue). The distribution of average (black) and 95% confidence interval (dotted grey) for the thousand random sets is also represented.Distribution of the number of TFs targeting a gene, based on the DAP‐seq available data set, for LVG (green) and HVG (blue). The distribution of average (black) and 95% confidence interval (dotted grey) for the thousand random sets is also represented.

One other factor we tested is the binding of transcription factors (TFs) at the promoters of genes. For this, we counted the number of TFs binding to the promoter for all 1,358 HVGs, 5,727 LVGs and the thousand sets of 1,358 random genes using the available DAP‐seq data and found a tendency for a higher number of TFs binding the promoter of HVGs (Fig 4C, Wilcoxon text *P* < 2.2e^−16^ between HVG and LVG, Wilcoxon text *P*‐value of 0.079 to 7.2e‐^09^ between HVG and the thousand sets of random genes). This result suggests differences in the way HVG and LVG expression are regulated, which could possibly be due to different network architectures.

### Noisy genes tend to have a chromatin environment refractory to expression

On top of genomic features, another factor that can influence gene expression is the chromatin structure. In order to identify whether HVGs are characterised by a specific chromatin structure, we analysed several histone marks using data already available (for which we have no information about the time of day when the plants were harvested). We first analysed the proportion of genes containing a histone modification among all 1,358 HVGs, 5,727 LVGs and the thousand sets of random genes in comparison with all background genes. We could identify that HVGs are enriched in H3K27me1 and H3K27me3, which are repressive marks, while they are depleted in active marks such as H3K4me2, H3K4me3, H3K36me3 or H2Bub (Fig 5A). They are also depleted in DNA methylation (Fig 5A), which is usually considered as a permissive mark for expression when in the body of genes (Zilberman *et al*, 2007; Coleman‐Derr & Zilberman, 2012). On the other hand, LVGs are enriched in these active marks and depleted in H3K27me1 and H3K27me3. From previous studies, genes containing H2A.Z histone variant have been separated into two classes: (i) genes with a high signal in the gene body, which are enriched for environmentally responsive genes and genes with tissue‐specificity expression, and (ii) genes with a low signal in the gene body for which H2A.Z is mainly observed at the 1st nucleosome, which are enriched for housekeeping genes (Coleman‐Derr & Zilberman, 2012). The former category is enriched among HVGs, while the latter category is enriched among LVGs (Fig 5A).

**Figure 5:**
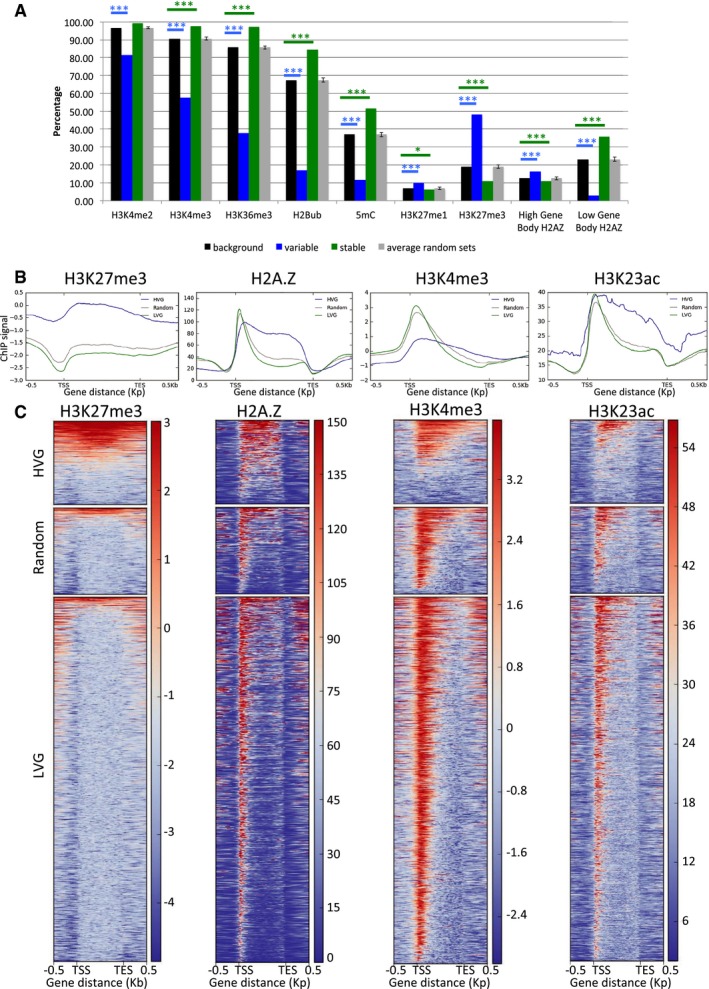
HVGs tend to have a specific chromatin environment Proportion of genes marked with several chromatin marks among all genes passing size and expression level thresholds (black), HVGs (blue), LVGs (green) and the average for the thousand random sets (grey). Error bars indicate the 95% confidence interval for the thousand random sets. Blue and green stars indicate statistical differences in the proportion of marked genes compared to all genes, for variable and stable genes, respectively (* indicates a *P* < 0.05, *** indicates a *P* < 0.001, chi‐square test).Average profile for H3K27me3, H2A.Z, H3K4me3 and H3K23ac at HVGs (blue), LVGs (green) and random genes (grey).Heatmap of the enrichment for H3K27me3, H2A.Z, H3K4me3 and H3K23ac for HVGs (top), random genes (middle) and LVG (bottom). Red means a high level and blue means a low level for the chromatin marks.

To define whether HVGs and LVGs are also characterised by different profiles for these chromatin marks, rather than just differing in their presence/absence, we used already published ChIP‐seq data for several chromatin marks (for which we have no information about the time of day when the plants were harvested) and represented the signal along the genes. We identified differences in the profiles of the average chromatin signal between HVGs, LVGs and random genes for H3K27me3, H2A.Z, H3K4me3 and H3K23ac (Fig 5B). A higher H3K27me3 average signal is observed for HVGs (Fig 5B) and can be explained by a higher number of HVGs containing this mark compare to LVGs and random genes (Fig 5C). We observed H2A.Z and H3K23ac signal throughout the gene body for HVGs, while LVGs and random genes are characterised by a peak around the TSS, corresponding to the 1st nucleosome, and a lower signal for the rest of the gene body (Fig 5B and C). We see a higher H3K4me3 average signal for LVGs and random genes characterised with a peak at the beginning of the genes, while less than half of the HVGs have a high signal for this chromatin mark. To correct for differences in gene size between HVGs and LVGs, we also performed the same analysis on a subset of 150 HVGs and 185 LVGs and 125 random genes that have a similar size of 1,100–1,400 bp (Appendix Fig S7A). The results are broadly the same as the ones obtained on all HVGs and LVGs. These results indicate that HVGs are characterised by a more compacted chromatin environment, as further supported by the fact that the MNase signal, which indicates the level of nucleosome occupancy, is higher in the gene body and mostly at the end of the genes in HVGs compared to LVGs and random genes (Appendix Fig S7B).

In summary, HVGs and LVGs are characterised by a specific chromatin environment, in terms of the presence/absence of chromatin marks as well as for the profiles of these marks. Our results indicate that chromatin at HVGs tends to be more compacted and refractory to expression than at LVGs and random genes, which might have implications for how expression is regulated in these genes.

## Discussion

In this work, we have characterised the variability in gene expression between individual *Arabidopsis* seedlings at the genome‐wide scale throughout a diurnal cycle. To do this, we have analysed 14 seedlings at each of the 12 time‐points, generating 168 transcriptomes in total. This resource reveals previously unexplored variability for multiple pathways of interest for plant researchers, as well as providing insights into the modulation of gene expression variability at the genome‐wide scale (Fig 6). We have successfully identified highly variable genes across the diurnal cycle, finding two sets of genes variable either during the day or night (Fig 2), revealed the functional classes of highly variable genes (Fig 3) as well as their genomic and epigenomic characteristics (Figs 4 and 5). Interestingly, most profiles of gene expression variability are not correlated with profiles in gene expression levels (Appendix Fig S5), indicating that changes in expression levels during the diurnal cycle are not sufficient to explain changes in inter‐individual variability. The large degree of gene expression variability revealed by our study will impact on our functional understanding of pathways as well as experimental design. To enable researchers to access this resource, we have created a graphical web interface to allow easy visualisation of inter‐individual gene expression variability during a diurnal cycle for genes of interest (https://jlgroup.shinyapps.io/aranoisy/). These data could also be used for other purposes, such as inferring regulatory networks based on gene expression correlation between seedlings, as previously done using microarrays of individual leaves (Bhosale *et al*, 2013).

**Figure 6:**
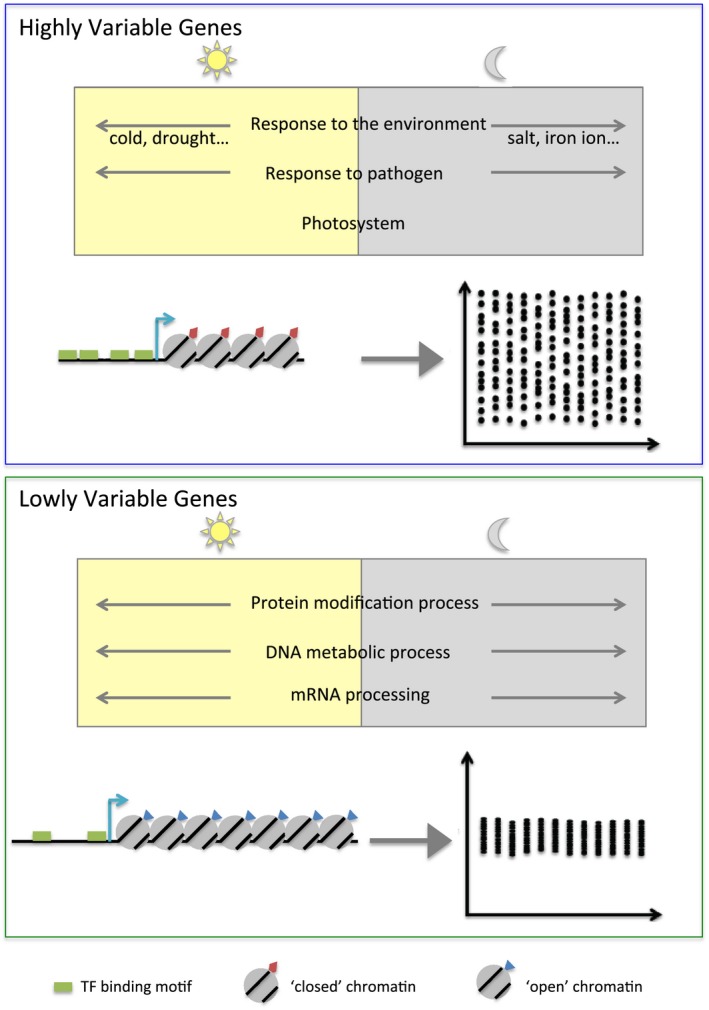
Models of HVGs and LVGs HVGs (top panel) are enriched in environmentally responsive genes, with processes often more variable either during the day (yellow rectangle) or the night (grey rectangle). These genes tend to be smaller, to be targeted by a higher number of TFs (represented by the TFs binding motifs in green) and to have a more compacted chromatin environment (nucleosomes with red rectangles). On the other hand, LVGs (bottom panel) are enriched in genes involved in primary metabolism. These genes tend to be longer, to be targeted by a smaller number of TFs (represented by the TFs binding motifs in green) and to have a more open chromatin environment (nucleosomes with blue triangles), compared to HVGs.

We found that HVGs tend to be enriched for GOs involved in the response to environment, such as photosystems I and II, response to pathogens, response to abiotic stresses and response to iron ion. We also observed a high number of stress‐responsive TFs with targets enriched in HVGs. This is in agreement with previous observations in mammals and yeast that HVGs are enriched in stress‐responsive genes (Newman *et al*, 2006; Yin *et al*, 2009; Gasch *et al*, 2017) and that LVGs are enriched in housekeeping genes (Barroso *et al*, 2018). This is also further supported by previous results showing a positive correlation between gene expression variability and plasticity (Hirao *et al*, 2015), the latter corresponding to environmentally triggered gene expression changes. It was also proposed in single‐celled organisms that transcriptional noise could be beneficial under unpredictable conditions (Kussell & Leibler, 2005; Freed *et al*, 2008; Zhuravel *et al*, 2010; Kellogg & Tay, 2015; Liu *et al*, 2015), a concept also known as bet hedging. In particular, gene expression variability for stress‐responsive genes between cells in a population was associated with survival of a fraction of cells during stress treatment and reconstitution of the full population once favourable conditions returned (Levy *et al*, 2012; Grimbergen *et al*, 2015). It is interesting to note that we have found functional classes of highly variable genes that are similar to the ones found for variable genes in single‐celled organisms. This is the case even though our work is at the whole plant scale, averaged over 10,000s of cells, which suggests similar but different mechanisms for the generation of this transcriptional variability. It would be of interest to define whether similar types of gene regulatory circuits are involved in the generation of this transcriptional variability and whether it could also originate from variability in the stress level of seedlings or their responsiveness to the environment. Moreover, we do not know whether HVGs exhibit similar behaviour in different parts of the plant or whether these genes are more or less variable in different parts of the plant. Further analysis of inter‐individual gene expression variability in different tissues (e.g. in roots, hypocotyls, aerial parts, etc.) would be required to answer this question. Given the high number of environmentally responsive genes among HVGs, it would be of interest to test whether inter‐individual variability in stress‐responsive genes could be correlated with variation in stress survival in *Arabidopsis thaliana*. This hypothesis is probable, as phenotypic variability has been observed for many traits in *Arabidopsis thaliana* (Paxman, 1956; Sakai & Shimamoto, 1965; Hall *et al*, 2007; Forde, 2009; Jimenez‐Gomez *et al*, 2011). Moreover, the proportion of wild‐type plants surviving a stress is not zero in many studies (Dai *et al*, 2007; Fasano *et al*, 2014; Pitzschke *et al*, 2014; Silva‐Correia *et al*, 2014), suggesting the possibility of underlying gene expression variability for stress‐responsive genes explaining this observation. Our analysis of inter‐individual gene expression variability was performed under non‐stressed‐controlled conditions, but in the future, it would be interesting to investigate how gene expression variability is influenced by changes in the environment and stress. Indeed, it was shown in yeast that genes coding for ribosomal proteins display a low level of variability in the absence of stress but become more variable during stress treatment (Gasch *et al*, 2017). On the other hand, genes involved in environmental stress response are highly variable in the absence of stress but show a reduction in their variability during stress treatment (Gasch *et al*, 2017).

We identified several genomic and epigenomic factors that are correlated with gene expression variability. We found that HVGs tend to be shorter and targeted by a higher number of TFs than LVGs. In line with our results, a negative correlation was also previously observed in yeast between gene length and noise for genes with a low plasticity (Bajić & Poyatos, 2012). It has also been shown in *Arabidopsis thaliana* that stress‐responsive genes are shorter (Aceituno *et al*, 2008), in agreement with the fact that HVGs are enriched in environmentally responsive genes. Our results are further supported by previous studies showing that genetic factors can control or buffer inter‐individual phenotypic variability in *Arabidopsis thaliana* (Hall *et al*, 2007; Jimenez‐Gomez *et al*, 2011; Folta *et al*, 2014; Hong *et al*, 2016; Schaefer *et al*, 2017). Cis factors have also been shown to regulate gene expression variability in other organisms: TATA boxes are linked to gene expression variability in yeast (Blake *et al*, 2006), and the strength of cis‐regulatory elements affects transcriptional noise in mammals (Suter *et al*, 2011). The diurnal profiles we observed in inter‐individual variability however indicate that genetic factors can only make genes prone to be variable but are not sufficient to explain their variability level at a given time of the day. This indicates that other factors, such as gene regulatory networks for example, are involved in modulating the level of variability of a gene.

On top of genomic factors, we identified that HVGs and LVGs have distinct chromatin profiles, with HVGs being characterised by an enrichment in H3K27me1 and H3K27me3, which are repressive marks, and depleted in active marks such as H3K4me2, H3K4me3, H3K36me3, H2Bub or DNA methylation. The ChIP‐seq data we used were obtained from bulk plant experiments, but in the future, it would be of interest to directly compare chromatin marks and expression levels by performing RNA‐seq and ChIP‐seq or BS‐seq on the same individual seedling or cell. Although very challenging, recent advances on single‐cell RNA‐seq, ChIP‐seq and BS‐seq indicate that such types of experiment could be possible. Variability in DNA methylation was for example recently reported using single‐cell approaches in human (Ecker *et al*, 2017; Garg *et al*, 2018). Chromatin has been shown to regulate the level of transcriptional noise, sometimes independently of expression level, in mammals (Wu *et al*, 2017; Barroso *et al*, 2018) and yeast (Weinberger *et al*, 2012). In plants, over‐expression of CHR23, a chromatin remodeller, is associated with an increase in inter‐individual phenotypic and transcriptional variability (Folta *et al*, 2014). These previous observations are in agreement with our results and suggest a role of the chromatin structure in regulating the level of gene expression variability, potentially with more compacted chromatin environments being more favourable to high variability. We nonetheless have to keep in mind that all these genomic and epigenomic factors are linked, as environmentally responsive genes have been shown to be smaller and to have a high gene body H2A.Z signal (Coleman‐Derr & Zilberman, 2012), and that H3K27me3 was shown to be more enriched at small genes (Roudier *et al*, 2011). Our work has revealed the extent of gene expression variability between plants and how it might be regulated. It sets the stage for future work examining the potential function and specific mechanism of variability for each noisy pathway revealed here.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/resource	Reference or source	Identifier or catalog number
**Reagents and kits**		
Solid 1/2X Murashige and Skoog media	Sigma‐Aldrich	M5519‐1L
MagMAX™^‐96^ Total RNA Isolation Kit	Thermo Fisher	AM1830
TruSeq Stranded mRNA Library Preparation Kit	Illumina	RS‐122‐2101
ERCC RNA Spike‐In Mix	Thermo Fisher	4456740
NextSeq 500/550 High Output v2 Kit (150 cycles)	Illumina	FC‐404‐2002
Transcriptor First Strand cDNA Synthesis Kit	Sigma‐Aldrich	11483188001
LC480 SYBR Green I Master	Roche	04707516001
**Software**		
FastQC	www.bioinformatics.babraham.ac.uk/projects/fastqc/	
TopHat	Trapnell *et al* (2009)	
Hisat2	Kim *et al* (2015)	
Salmon	Patro *et al* (2017)	
Trimmomatic	Bolger *et al* (2014)	
R	https://www.r-project.org/	
Bowtie2	Langmead and Salzberg (2012)	
DeepTools	Ramirez *et al* (2014, 2016)	

### Methods and Protocols

#### Plant materials and growth conditions

Col‐0 WT *Arabidopsis thaliana* seeds were sterilised, stratified for 3 days at 4°C in dark and transferred for germination on solid 1/2X Murashige and Skoog (MS) media at 22°C in long days for 24 h. Using a binocular microscope, seeds that were at the same stage of germination were transferred into a new plate containing solid 1/2X MS media. In total, 16 seeds were transferred into each of the 12 individual plates. Seedlings were grown at 22°C, 65% humidity, with 12 h of light (170 μmoles) and 12 h of dark in a conviron reach in cabinet. After 7 days of growth, seedlings were harvested individually into a 96‐well plate and flash‐frozen in dry ice (see Appendix Fig S1A for a photograph of seedlings grown in exactly the same conditions). Sixteen seedlings were harvested at each time‐point, every 2 h over a 24‐h period. In order to reduce environmental effects, all seedlings harvested for one time‐point were growing in the same plate, and seedlings that looked smaller than others were not harvested. 

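Whether the seedling number leaves a trace in expression was measured on log_2_(TPM + 1) of 13961 genes in the 168 seedlings. After the mean of each time-point was taken off, seedlings with the same number at different time-points had a mean correlation of 0.097, and seedlings with different numbers one of -0.005. The difference of 0.102 was larger than in all 1000 permutations of the numbers within time-points (permutation test, p = 0.001, the smallest they allow). It was smallest with thinned counts, at 0.020, and after RUVg it was 0.056. With the seedling number as a replicate block, where the pairing is taken from the labels and the paper, the night minus day difference in the number of HVGs was 143.2 (exact permutation test, p = 0.0606), against 235.2 without the block. Library batch may follow the same numbers, so the difference of 0.102 does not by itself show an effect of position. The paper reports from its plot of variability that no position effect is obvious.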

Moreover, the seedling number corresponds to the seedling position in the plate and we could not see any obvious position effect when analysing gene expression variability (Appendix Fig S2G). Only seedlings for which the root was on the surface of the MS media were harvested, in order to avoid breaking roots while harvesting. ZT2 to ZT12 corresponding to time‐points harvested during the day, and ZT14 to ZT24 to time‐points harvested during the night, and ZT12 and ZT24 being, respectively, harvested just a few minutes before dusk and dawn (Fig 1A). Night time‐points were harvested in the dark using a green lamp in order to avoid any interruption of the dark period with white light.

#### RNA‐seq library preparation

Sixteen 7‐day‐old Col‐0 WT *Arabidopsis* seedlings were harvested individually and flash‐frozen in dry ice every 2 h over a 24‐h period. Total RNA was isolated from 1 ground seedling using the MagMAX™‐96 Total RNA Isolation Kit following manufacturer's recommendation. RNA quality and integrity were assessed on the Agilent 2200 TapeStation, and RNA concentration was assessed using Qubit RNA HS assay kit. Library preparation was performed using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, RS‐122‐2101), for 1 μg of high‐integrity total RNA (RIN > 8) into which 2 μl of diluted 1:100e ERCC RNA Spike‐In Mix (Thermo Fisher, cat 4456740) was added. The libraries were sequenced on a NextSeq 500 using paired‐end sequencing of 75 bp in length.

#### RNA‐seq mapping, identification of HVG and corrected CV^2^ calculation

The raw reads were analysed using a combination of publicly available software and in‐house scripts. We first assessed the quality of reads using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). Potential adaptor contamination and low‐quality trailing sequences were removed using Trimmomatic (Bolger *et al*, 2014), before aligned to the TAIR10 transcriptome using TopHat (Trapnell *et al*, 2009). Potential optical duplicates resulting from library preparation were removed using the Picard tools (https://github.com/broadinstitute/picard). For each gene, raw reads and TPM (transcripts per million) (Wagner *et al*, 2012) were computed. TPMs, which correct for gene length and library size, were used for all analyses.

Because of the high number of samples, RNA extraction and library preparation were performed in two batches, each batch containing half of the samples for each time‐point. A batch effect was identified that can be explained by the plate in which the samples were for the library preparation. 

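The labels give no batch or library plate. On log_2_(TPM + 1) within each time-point, the first component held between 24.6% (ZT6) and 38.6% (ZT14) of the variance between seedlings. Its scores differed between seedlings 1 to 8 and seedlings 9 to 16 at 7 of the 12 time-points (exact permutation test, p of at most 0.05, and adjusted p of at most 0.05 at the same 7), with the lowest p of 0.0003 at ZT4 and ZT10, where the scores did not overlap. The split by seedling number was chosen after the data were seen. The labels do not separate an effect of batch from one of position in the plate.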

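The deposited TPM were analysed without removal of a batch effect. The reason is that the text of the paper does not state the variant of RUV, its control genes or its number of factors. The computer code that the paper links, or its Appendix, could state them. Removing 1 factor per time-point, estimated by RUVg from the 5000 genes with the lowest log_2_(CV2/trend), gave a night minus day difference of 169.8 HVGs (exact permutation test, p = 0.0195). Removing 2 factors, chosen after the data were seen, gave 1889 HVGs in at least one time-point against 2162 without removal.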

RUV function from the RUVseq R package (Risso *et al*, 2014) was used to remove this batch effect independently for each time‐point.

Samples with at least 4 million reads were used, which is between 14 and 16 samples per time‐point (Table EV1). 

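Of the 157 seedlings with counts, 19 had a total under 4000000, all at night time-points (2 at ZT14, 2 at ZT16, 4 at ZT18, 5 at ZT20, 4 at ZT22 and 2 at ZT24). These totals count reads on genes after duplicates were removed, and are not the numbers of reads that the paper's minimum refers to. At the smallest total, 540191 at ZT22, 3 counts correspond to 5.6 CPM.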

To define the number of seedlings to use in order to identify transcriptional variability, we compared the corrected square coefficient of variation (corrected CV^2^) obtained when analysing 6–15 seedlings with the ones obtained with 16 seedlings at the time‐point ZT6, as we collected up to 16 seedlings for this time‐point (Appendix Fig S1D). We observed a plateau in the increase in correlation from 10 or more seedlings, with a correlation of more than 0.9 between the corrected CV^2^ calculated using 16 seedlings and the ones calculated with a least 12 seedlings (Appendix Fig S1D). 

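At ZT6, log_2_(CV2/trend) from fewer seedlings was compared with that from the 14 seedlings in the deposited data, in 10 random draws for each number. Pearson's r across genes was on average 0.845 with 6 seedlings, 0.920 with 8, 0.959 with 10, 0.981 with 12 and 0.992 with 13. The draws are subsets of the same 14 seedlings. From its own curve, the paper reports a plateau from 10 seedlings, and it used 14 throughout so that time-points could be compared.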

As our data set contains 14–16 seedlings for each time‐point, we thus decided to use 14 seedlings in all cases to be able to compare the time‐points. When more than 14 seedlings were available for one time‐point, we removed the extra seedlings with the lowest number of reads. This is higher than what was done in plants until now, as Folta and colleagues (Folta *et al*, 2014) analysed inter‐individual expression variability for eight genes using six seedlings, and Brennecke and colleagues (Brennecke *et al*, 2013) analysed gene expression variability using scRNA‐seq for seven cells.

Identification of HVGs was performed separately for each time‐point as described previously (Brennecke *et al*, 2013), using the code from M3Drop R package (https://github.com/tallulandrews/M3Drop). 

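The filters left 14986 genes at ZT2, the fewest, and 15382 at ZT18, the most, and 15659 genes passed at any time-point, out of 32634 genes with values. Transcript rows and spike-in RNAs were not tested. An average of at least 1 TPM in place of 5 TPM raised the lowest number of HVGs at a time-point to 769, and one of at least 20 TPM lowered it to 206.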

Briefly, genes were first filtered so that (i) their averaged expression level between all 168 seedlings was of 5 TPM or more, (ii) they were at least 150 bp long, (iii) they had a TPM of 0 in < 5 seedlings for the analysed time‐point, and (iv) their averaged expression level was of 5 TPM or more in the analysed time‐point. 

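The trend, test and FDR were written anew after the M3Drop code and tested on simulated data. Among 15346 simulated genes, 200 were given more than 8 times the CV2 of the trend, of which 98% were recovered, with 0% of the calls false. The simulation does not show how many genes nearer to the trend would be recovered. The median HVG call had 4.68 times the trend. On the deposited TPM, 8435 calls were made over the 12 time-points. Of the HVGs listed in Table EV2, the test called 296 of 313 at ZT2, 253 of 257 at ZT4 and 363 of 374 at ZT6, and at night 552 of 716 at ZT20 and 430 of 566 at ZT22. Among the alternatives set beforehand, fitting the trend only above the M3Drop minimum mean moved the highest number of HVGs at a time-point most, to 1554.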

Then, the fitted variance‐mean dependence was calculated for each time‐point (global CV^2^ trend in Fig 1B) using the remaining genes, and genes for which the coefficient of variation significantly exceeds 10% with a FDR at 10% were selected as highly variable (see Table EV2 for lists of HVGs and LVGs selected for each time‐point).

For each gene, a corrected CV^2^ was calculated in order to correct for the negative trend observed between CV^2^ and the averaged expression level, as log_2_(CV^2^/trend for the same expression level).

Mean normalised gene expression was used when representing gene expression throughout the time course. It was calculated for each gene by dividing the expression level at a given time‐point by the average expression across the entire time course for the same gene.

#### RT–qPCR

Sixteen 7‐day‐old Col‐0 WT *Arabidopsis thaliana* seedlings were harvested individually and flash‐frozen in dry ice every 2 h over a 24‐h period. Total RNA was isolated from 1 ground seedling. RNA concentration was assessed using Qubit RNA HS assay kit. cDNA synthesis was performed on 700 ng of DNAse‐treated RNA using the Transcriptor First Strand cDNA Synthesis Kit. For RT‐qPCR analysis, 0.4 μl of cDNA was used as template in a 10 μl reaction performed in the LightCycler 480 instrument using LC480 SYBR Green I Master. Gene expression relative to two control genes (SandF and PP2A) was measured (See Table EV7 for the list of primers used for RT–qPCR). Then, in order to directly compare RT–qPCR data with RNA‐seq data, expression levels for each gene were normalised by the averaged expression level of that gene across all seedlings at all time‐points.

#### Hierarchical clustering

Hierarchical clustering was performed either on the log_2_(CV^2^/trend) or on the mean normalised expression level using the statistical programme R (R Core Team 2014) using the function hclust on 1‐Pearson correlation.

#### Gene ontology enrichment analysis

To assess over‐represented biological functions of the genes in different clusters, we performed the GO enrichment analysis using the Gene Ontology enrichment analysis. GO enrichment *P*‐values were calculated using Gene Ontology Consortium enrichment analysis tool (Ashburner *et al*, 2000; Consortium, 2017). All the genes for which a corrected CV^2^ was calculated were used as a background list for the enrichment analyses and this for each time‐point separately.

#### Other bioinformatics analyses of transcriptomic data

Shannon entropy from Roudier and colleagues (Roudier *et al*, 2011) was used to measure gene expression tissue specificity of HVGs, LVGs and the thousand sets of random genes. It was calculated using publicly available developmental expression series (Schmid *et al*, 2005), after filtering genes that showed no expression in any conditions.

TF‐target analysis was done using the available data generated by DNA affinity purification coupled with sequencing (DAP‐seq), which provides the list of *in vitro* targets for 529 TFs (O'Malley *et al*, 2016).

Gene length and number of introns were calculated using the TAIR10 annotation.

#### ChIP‐seq mapping and profiling

The lists of genes being marked by the analysed chromatin marks were obtained from Roudier and colleagues (Roudier *et al*, 2011) and from Coleman‐Derr and Zilberman (Coleman‐Derr & Zilberman, 2012).

ChIP‐seq data were downloaded from GSE101220 for H3K27me3 (Jiang & Berger, 2017), from GSE79355 for H2A.Z and MNase (Cortijo *et al*, 2017), from GSE73972 for H3K4me3 (Chen *et al*, 2017) and from GSE51304 for H3K23ac and H3 (Stroud *et al*, 2014). Sequenced ChIP‐seq data were analysed in house, following the same quality control and pre‐processing as in RNA‐seq. The adaptor‐trimmed reads were mapped to the TAIR10 reference genome using Bowtie2 (Langmead *et al*, 2009). Potential optical duplicates were removed using Picard, as described earlier. Averaged profiles and heatmap of the ChIP‐seq signal along the gene body from 500 bp upstream to the transcription start site (TSS) to 500 bp downstream of the transcription termination site (TTS) were generated using deepTools (Ramirez *et al*, 2014, 2016). The ChIP signal was normalised by the INPUT, when available (for H3K27me3 and H3K4me3).

## Data availability

The data sets and computer code produced in this study are available in the following databases:

- RNA‐seq data: Gene Expression Omnibus GSE115583: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115583.
- Graphical web interface: https://jlgroup.shinyapps.io/aranoisy/.
- Computer codes used to analyse RNA‐seq data: https://github.com/scortijo/Scripts_noise_paper_MSB_2018.

## Author contributions

SC conceived of the project. SC and JCWL designed the project. SC performed RNA‐Seq experiments and analysed and interpreted the data. ZA performed the RT–qPCR for Fig 1C and Appendix Fig S1C and G. SA helped with the analysis of the DAP‐seq data set for Figs 3C and 4C. SC and JCWL wrote the article, with SC writing the first draft.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Table EV7 Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

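RNA-seq of 168 single seedlings, 14 at each of 12 time-points from ZT2 to ZT24, was analysed from the processed values that the authors deposited. ZT2 to ZT12 were taken as day and ZT14 to ZT24 as night, after the paper. Time-point and seedling number were taken from the sample labels, which call ZT24 by the name ZT0 in their protocol. The labels list a seedling 12 at ZT2 where Table EV1 lists a seedling 2, and this seedling was kept under its label.

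The authors trimmed reads with Trimmomatic, mapped them with TopHat to TAIR10 and removed duplicates with Picard, and the deposited counts are whole numbers of reads or fragments on each gene without normalization, given for 157 seedlings. The deposited FPKM are values per kilobase and per library size made by the authors, and they were not tested. The deposited TPM were made by the authors by scaling FPKM to the same total in each seedling, over 32634 genes, 926 transcript rows and 92 spike-in RNAs. No removal of the batch effect is visible in the deposited TPM, whereas the paper used RUV before its tests, so that step is not included in the main values.

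The total count per seedling ranged from 540191 to 19484391 with a median of 8590742, and 19 totals were under 4000000. At the smallest total, 3 counts are 5.6 CPM. Counts are not given for 11 seedlings, 9 of them at ZT22, so settings that need counts left out ZT22 and the other seedlings without counts.

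Genes were tested at a time-point where their average was at least 5 TPM over all seedlings and at the time-point, their length at least 150 bp, and fewer than 5 seedlings had 0 TPM. The CV2 of each gene over 14 seedlings was compared with the trend a0 + a1/mean, fitted with a gamma model with identity link after the M3Drop code. HVGs were genes whose variance exceeded the trend with a minimum biological CV of 10% (chi-square test, 13 degrees of freedom, Benjamini-Hochberg FDR of 10% within the time-point). LVGs were the 1000 genes with the lowest log_2_(CV2/trend). For comparison, 1000 random sets of the size of the HVG lists were drawn from the tested genes. The test was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It was tested on simulated data, in which 98% of 200 genes with more than 8 times the CV2 of the trend were recovered. Figures were drawn with matplotlib 3.10.9. TMM library sizes were computed from the counts with edgeR 4.0.16 in R 4.3.3.

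Day and night numbers of HVGs were compared by an exact permutation test over the 12 time-points, each of which is one plate. The percentage of HVGs shared by 2 time-points was taken over the shorter list. This choice was made before the processed data were seen and rested on one entry of Fig 2C, for ZT2 and ZT4, which the lists of Table EV2 give in this way. When 17 entries were later computed from Table EV2, they were found to divide by the list of the later time-point, and that denominator and the earlier list were then added as alternatives. Within-period and between-period sharing were compared by an exact permutation test over all labellings of the 11 time-points other than ZT12. All tests of day against night treat time-points as exchangeable. Day and night are each a run of consecutive time-points, so these tests cannot separate them from a likeness of neighbouring time-points. Profile correlations used Pearson's r over the time-points at which a gene was tested, at least 6, since the paper does not name the correlation. Lengths and introns of HVGs and LVGs were compared by permutation tests of the mean rank with 100000 resamples. Lengths came from the deposited coordinates (TAIR10), and introns from the lowest-numbered transcript model of the TAIR10.1 annotation, matched by gene identifier for 99.4% of the tested genes, so no coordinates were mixed. The effect of the seedling number was tested with 1000 permutations of the numbers within time-points.

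Apart from *AT3G08520* in the closing section, the genes named in the text follow a rule set before the processed data were seen. They are each gene that the paper names with its identifier, the 10 genes measured by RT-qPCR, the 7 TFs of Table EV6 marked as highly variable, and the 10 genes with the highest mean log_2_(CV2/trend) among those that were HVGs at all 12 time-points.

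The 20 alternatives set beforehand were removal of 1 RUVg factor, removal of the library group, the seedling number as a replicate block, the trend fitted above the M3Drop minimum mean, averages of at least 1 or 20 TPM, an FDR of 1%, TMM-normalised counts, counts thinned to the smallest total, nuclear genes only, ZT2 without seedling 12, the lists of Table EV2, ZT12 counted as night, ZT12 and ZT24 left out, sharing over the union, Spearman's correlation, Benjamini-Hochberg adjustment of the profile correlations, a running median as trend, summed exon length, and average linkage. A further 13 were added after the data were seen. They equalise seedlings 1 to 8 and 9 to 16, equalise 3 library groups, rescale TPM without one gene and the spike-ins, remove 1 or 2 RUVg factors with other degrees of freedom or with a minimum squared biological CV of 0.1, raise the minimum biological CV to 50%, or change the denominator of sharing.

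RT-qPCR, other mapping programs, gene ontology, TF targets, tissue specificity and chromatin data were not analysed here, because the deposited seedling values do not bear on them. Transcript rows were left out, and spike-in RNAs entered only the checks given in the closing section.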

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

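The paper added ERCC spike-in RNAs to every library, but its main text reports no result for them. Of 331 tests of a spike-in RNA at a time-point, 235 (71%) had a CV2 above the trend of the genes by the test used for HVGs. By time-point the number ran from 10 at ZT24 to 28 at ZT6. This signal, in data on which the main text gives no result, is the reason for the flag. The median CV2 of the spike-ins was 0.129 over the day and 0.143 over the night time-points. The spike-ins' share of the TPM differed between the seedlings of a time-point by 1.9 to 3.3 times. After the spike-ins were scaled to their own total in each seedling, 15 of the tests (4.5%) remained above the trend, and the median CV2 was 0.026 by day and by night (exact permutation test over the time-points, p = 1). This rescaling was done without a prediction written beforehand.

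The spike-in mix was added to a set amount of RNA, so no condition in the design gives a biological explanation, and none was tested. One technical explanation is that the amount of spike-in mix relative to the RNA varied between libraries, and the drop from 235 to 15 is in line with it. A second one, larger technical noise in the night libraries, was tested with the spike-in CV2 of night against day (exact permutation test, p = 0.442). The spike-in CV2 in TPM may therefore reflect the added amount more than the noise of single RNAs. The rescaled spike-ins, with a median CV2 of 0.026 by day and by night, showed no larger noise at night. Neither value measures the technical noise of the genes, so larger noise of the genes at night is neither shown nor excluded.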

How the results depend on the processing

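The main settings, 20 alternatives and the rule for the named genes were chosen before the processed data arrived, and 13 alternatives were added later. Of 267 headline values under the alternatives, 212 kept their direction and stayed within the spread or on the same side of the test, 42 moved, 12 lost a p of at most 0.05 and 1 reversed. HVG minus LVG length and number of introns, LVG sharing and the effect of the seedling number kept their direction and side of the test under every alternative that was run for them, and HVG sharing within minus between day and night did so under every one set beforehand, although thinned counts lowered it from 8.63 to 2.51 points (exact p = 0.0079, the smallest possible). Among 405 values for named genes, 59 moved (15 up and 44 down), and among 272 other values given at claims, 53 moved (24 up and 29 down). In what follows, a percentage of single HVGs means those found at one time-point only, a percentage of correlated HVGs means those with a profile correlation at p of at most 0.05, and tests are exact permutation tests.

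Removal of 1 RUVg factor gave 33.8% single HVGs, 18.3% correlated HVGs and a length correlation of -0.445. The replicate block gave a night minus day difference of 143.2 HVGs (exact p = 0.0606) and 17.8% correlated HVGs. The trend above the M3Drop minimum mean gave 36.7% single HVGs and an expression difference of -0.380 between HVGs and LVGs (exact p = 0.0903). An average of at least 1 TPM gave a median profile correlation of 0.074. An average of at least 20 TPM gave 1006 HVGs, 265.3 per day and 384.5 per night time-point, 29.5% single HVGs and a median profile correlation of -0.203. An FDR of 1% gave a night minus day difference of 109.3 (exact p = 0.0563). For the correlated profiles, Spearman's correlation gave 17.9% and Benjamini-Hochberg adjustment 4.47%.

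TMM-normalised counts gave a night minus day difference of 85.3 (exact p = 0.271), 37.0% single HVGs, a median profile correlation of 0.050 and 18.4% correlated HVGs. Thinned counts gave 88.1% of HVGs shared with another time-point, 36.95% single HVGs, a median profile correlation of -0.061, 10.7% correlated HVGs, a length correlation of -0.541 and an expression difference of -0.105 (exact p = 0.104). Both settings drop ZT22 and the other seedlings without counts. Thinning brings every seedling to 540191 counts, which could hide variability of less expressed genes under counting noise. With thinned counts, however, 2552 genes were HVGs in at least one time-point, against 2162 in the main fit. The lowest number at a time-point rose from 499 to 644, and the highest fell from 1012 to 803. Thinning thus did not act only by hiding variability. The lists of Table EV2 gave 1358 HVGs, 369.5 per day and 519.2 per night time-point, a difference of 149.7 (exact p = 0.0823), a median profile correlation of -0.066, and an expression difference that reversed to 1.58 (exact p = 0.0005, the smallest possible). These lists hold other genes than the main fit. At every time-point their HVGs were more and their LVGs less expressed than those of the main fit. At ZT2 the medians were 4.96 against 4.20 for HVGs and 3.71 against 5.25 for LVGs, on the log_2_ scale. Which step makes these differences was not tested.

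Of the settings added later, removal of 2 RUVg factors gave a night minus day difference of 134.7 (exact p = 0.0671), and with 13 degrees of freedom 153.2 (exact p = 0.0584). A minimum biological CV of 50% gave 170 HVGs, 22.7 per day and 27.2 per night time-point and a difference of 4.5 (exact p = 0.541). With a minimum squared biological CV of 0.1, 1 factor gave 538 HVGs, 105.5 per day and 136.2 per night time-point and a difference of 30.7 (exact p = 0.201), and with 13 degrees of freedom 521, 101, 129.8 and 28.8 (exact p = 0.214). Under the same minimum, 2 factors gave 444 HVGs, 73 per day and 126.8 per night time-point, and with 13 degrees of freedom 428, 68.3 and 119. With 2 factors the numbers ran from 46 to 96 by day and from 98 to 193 by night, without overlap. With 13 degrees of freedom they ran from 42 to 90 and from 85 to 186. A larger minimum CV raises the variance a gene must exceed, so these settings could only lower the numbers. Equalising 3 library groups gave 33.80% single and 17.76% correlated HVGs, and sharing over the earlier list a difference of 2.05 points (exact p = 0.149).

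Depth limits the comparison of night with day. The 19 totals under 4000000 are all at night, and 9 of 14 seedlings at ZT22 have no counts. Every alternative set beforehand was run. The tests on counts gave no value for ZT22, and the clusters were compared only between linkages and with the lists of Table EV2.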

Differences from the paper's values

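The lowest number of HVGs at a time-point was 499 against the paper's 257, and an average of at least 20 TPM (206) and an FDR of 1% (360) came within 1.5 times of it, while the other alternatives set beforehand did not. The number of HVGs in at least one time-point was 2162 against the paper's 1358. Of the alternatives set beforehand, the replicate block (2005), an average of at least 20 TPM (1006), an FDR of 1% (1569) and TMM-normalised counts (1811) came within 1.5 times. Removal of 2 RUVg factors, chosen after seeing the values, gave 1889, or 1940 with 13 degrees of freedom. As a percentage of the tested genes, it was 13.8% against the paper's 8.7%, and the same 4 alternatives came within 1.5 times, at 12.8%, 12.3%, 10.0% and 11.7%. HVGs at all 12 time-points were 66 against the paper's 40, with 57 for the trend above the M3Drop minimum mean, 30 for an average of at least 20 TPM and 36 for an FDR of 1%. Equalising seedlings 1 to 8 and 9 to 16, chosen after seeing the values, gave 59. The lists of Table EV2 are the paper's own and give the paper's numbers of HVGs.

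By time-point, the number of HVGs at ZT2 was 499 against the paper's 313, with 468 for the trend above the M3Drop minimum mean, 360 for an FDR of 1%, 391 for TMM-normalised counts and 467 without seedling 12 within 1.5 times. At ZT4 it was 521 against the paper's 257, and only an average of at least 20 TPM (232) closed the gap. At ZT6 it was 659 against the paper's 374, with 296 at 20 TPM and 487 at an FDR of 1%. At ZT8 it was 533 against the paper's 327, with 244 at 20 TPM and 406 at an FDR of 1%. At ZT10 it was 605 against the paper's 310, with 282 and 428 under these settings. At ZT14 it was 826 against the paper's 418, with 395 and 560. At ZT18 it was 746 against the paper's 408, with 379 and 494 and, for TMM-normalised counts, 573. At ZT24 it was 580 against the paper's 377, with 562 for the replicate block, 493 for the trend above the M3Drop minimum mean, 393 for an FDR of 1% and 387 for TMM-normalised counts. Under no other alternative set beforehand did these numbers come within 1.5 times. Removal of 2 RUVg factors, chosen after seeing the values, gave 414 at ZT2, 533 at ZT6, 534 at ZT14 and 442 at ZT24. With 13 degrees of freedom, also chosen after seeing the values, it gave 416, 532, 545 and 448. Both settings stayed more than 1.5 times apart at ZT4, ZT8, ZT10 and ZT18, with 399, 552, 507 and 687 for the first. At ZT12, where the main numbers did not differ by this rule (695 and the paper's 636), this removal of 2 factors chosen after seeing the values gave 636.

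Sharing of HVGs between a day and a night time-point was 55.1% against the paper's 35%. Of the alternatives set beforehand, an FDR of 1% gave 50.4%, TMM-normalised counts 48.7%, thinned counts 42.4% and the union of the lists 28.8%, and the others, including the lists of Table EV2 (55.0%), stayed outside. Division by the later time-point's list, chosen after seeing the values, gave 38.3%, and with the lists of Table EV2 it gave 34.7%. The day cluster held 483 genes against the paper's 200, and average linkage gave 686 and the lists of Table EV2 gave 387, so neither came within 1.5 times.

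The median profile correlation of HVGs was -0.029 against the paper's 0.18, and none of the alternatives closed the gap. For LVGs it was -0.142 against the paper's -0.06, and removal of 1 RUVg factor gave -0.068 while the other alternatives set beforehand did not come within the error. For random genes it was -0.105 against the paper's -0.005, and TMM-normalised counts gave -0.0001 while the others stayed outside.

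The paper describes HVGs as more expressed than LVGs and random genes, whereas the median expression of HVGs was lower by a difference of -0.68 from LVGs and -0.11 from random sets on the log_2_ scale. The lists of Table EV2 gave 1.58. The paper describes sharing of LVGs as alike within and between periods, and here the difference was 5.24 points (exact permutation test, p = 0.0065), and 2.79 points with the lists of Table EV2 (exact permutation test, p = 0.0043). The paper places ZT12 with the night by the HVGs it shares, while ZT12 shared 65.4% with day and 53.3% with night time-points. The lists of Table EV2, divided by the later time-point's list, a denominator chosen after seeing the values, gave 39.2% and 61.8%. Over the shorter list they gave 79.2% with day and 62.9% with night, and over the union 35.6% and 37.1%. The paper describes genes of the day cluster as more expressed by day, and here their relative expression was 0.95 by day and 1.05 by night. It describes similar numbers of introns at similar length, and here HVGs of 1000 to 2000 bp had 1.94 introns on average and LVGs 2.65. The medians in this range were both 2. Under 1000 bp the means were 0.61 and 0.66 (permutation test, p = 0.725), and from 5000 bp upwards 11.8 and 13.8 (permutation test, p = 0.113). The paper reports no obvious position effect on variability, and here seedlings with the same number had a correlation of deviations higher by 0.102. Library batch may follow the same numbers, so this does not by itself show an effect of position. *TGA1*, a highly variable TF in the paper, was an HVG at 0 time-points, and at 1 with the replicate block or TMM-normalised counts.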

Other observations

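More HVGs were found at night (820.5 per time-point) than by day (585.3). With the counts of every seedling thinned to 540191, the night minus day difference was 81.8 HVGs, less than 50% of the difference of 216.6 from the TPM of the same seedlings (exact permutation test, p = 0.0195). Lower depth at night may thus account for a part of it. The difference of 81.8 at equal depth had an exact permutation p of 0.0216, while TMM-normalised counts gave 85.3 (exact permutation test, p = 0.271). Among the 6 day and the 6 night time-points taken separately, the number of HVGs had no relation to depth at p of at most 0.05 (r = 0.30, exact permutation test, p = 0.556, and r = -0.23, exact permutation test, p = 0.631). Tagged libraries, read as low-yield libraries that were run again or separately, were a second explanation. The tag does not measure yield. At ZT22, where every library is tagged, totals ran from 540191 to 10546881 in the 5 seedlings with counts. With 10 untagged libraries drawn per time-point in 20 draws, the difference was 135.8, against 118.7 from 10 libraries drawn from all seedlings, so it did not fall with these libraries left out. Only 10 time-points, 4 of them at night, had 10 or more untagged libraries. ZT20 and ZT22, which hold 23 of the 36 tagged night libraries, were not in this test, and for them it says nothing. For larger technical noise at night, the CV2 of the spike-in RNAs was compared between night and day (exact permutation test, p = 0.442). This CV2 may reflect the added amount. After the spike-ins were scaled to their own total, their median CV2 was 0.026 by day and by night. The spike-ins themselves thus showed no larger noise at night, while the noise of the genes stays untested. Depth remains for a part of the difference. Tagged libraries at ZT20 and ZT22 and larger noise of the genes at night are not excluded. A biological difference between day and night stays a hypothesis.

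HVGs were shorter than LVGs, by a difference of -1048 bp in the median. If counting noise of short genes were the source, matching genes by their mean counts should have removed most of it. Within 10 groups of genes with similar mean counts, the difference was -849.7 bp on average, weighted by the number of HVGs. It was negative in 9 of the 10 groups. The group with the lowest mean counts, from 0 to 63, held 654 HVGs and 132 LVGs. Counts still differ within a group, so the matching cannot exclude counting noise where it is largest. With seedlings 1 to 8 and 9 to 16 equalised it was -1244 bp, and with TMM-normalised counts, which carry no correction for the fragment lengths of a library, it was -797 bp, against -1014 bp from the TPM of the same seedlings. GC content over the gene, known for 99.4% of the tested genes in the TAIR10.1 reference, had a median of 38.1% in HVGs and 38.9% in LVGs. Within 10 groups of genes with similar GC content, the length difference was -971.0 bp on average and negative in 10 of the 10 groups. None of these 4 tests removed 50% or more of the difference. In the group with the highest counts, however, HVGs were longer than LVGs by 142 bp (2255 against 2113 bp), and with every seedling thinned to 540191 counts the difference grew to -1934 bp and the length correlation went from -0.247 to -0.541. Counting noise may therefore contribute a part of it. Reads shared between similar genes were not tested for length, and the batches of the paper are not in the labels, so the pattern is not called biological here.

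HVGs overlapped other HVGs in the genome in 28 pairs, against 17.5 in random sets (95% of the sets between 10 and 26). Reads counted on both genes could produce this, but the median correlation of overlapping HVGs between seedlings was 0.203, close to the 0.216 of 468 neighbouring pairs, while 7 pairs were above 0.8. The prediction for shared reads was a median above 0.8, and it was not met. Most of the 28 pairs are expected at random, so shared reads in the excess pairs alone need not raise the median. The unmet prediction therefore does not argue against shared reads, and the 7 pairs above 0.8 leave them open. No biological explanation was tested.

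The first component of variation between the seedlings of a time-point differed between seedlings 1 to 8 and 9 to 16 at 7 of the 12 time-points (exact permutation test, p of at most 0.05). The spike-in share of the TPM was higher in seedlings 1 to 8 (mean of the time-points 1.06%) than in 9 to 16 (0.67%) at 12 of the 12 time-points, each with an exact permutation p of at most 0.0343. The predictions for these 2 tests were written after the results had been seen. The rescaling of the spike-ins had no written prediction, and the predictions of the other tests were written before. The paper states that extraction and library preparation were done in 2 batches, and both patterns are consistent with batches divided by seedling number, since the spike-ins were added at library preparation. Position in the plate is divided in the same way and the labels give no batch, so an effect of position on the RNA of the seedlings is not excluded.

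The labels list a seedling 12 at ZT2 where Table EV1 lists a seedling 2. If the sample came from another time-point, its profile should be closest to the mean of that time-point. Its Pearson correlation across genes was 0.993 with the mean of the other ZT2 seedlings and 0.975 with the next closest, ZT4. Of the 168 seedlings, only 143 were closest to the mean of their own time-point, so this check can miss. A sample from another time-point is therefore less likely but not excluded, and a changed number within ZT2 is not tested by this.

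In 1296 of 8435 HVG calls (15.4%), more than 50% of the variance came from one seedling. The percentage was highest at ZT12, at 36.4%, where seedling 6 alone accounted for 221 HVGs. The libraries of such seedlings were tagged as run again or separately in 32.2% of the calls, 1.61 times the 20.0% expected from the seedlings of the same time-points. This ratio is pooled over the time-points, and the time-points with most tagged libraries did not have the highest percentages. ZT20 and ZT22, with 9 and 14 tagged libraries, had 9.6% and 9.7%, while ZT12, ZT8 and ZT4, with 0, 1 and 0, had 36.4%, 25.7% and 21.5%, and seedling 6 at ZT12 was untagged with 8079706 counts. Low depth of tagged libraries may contribute to some of the calls, but not to those of untagged libraries such as this one. The tag does not measure depth, since not every tagged library with counts had a low total. Whether single seedlings also differ biologically was not tested.

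*AT3G08520* (chromosome 3, 2586032 to 2586206, 175 bp) ranged from 0 to 119233 TPM, or up to 11.9% of the TPM of a seedling, while its counts made up only 39.7 to 105.5 CPM. Its CV over seedlings was 75.6% in TPM and 15.9% in CPM. If its TPM shifted those of all other genes enough to make HVGs, rescaling should change the number of HVGs in at least one time-point by more than 10%. With the TPM rescaled without this gene and the spike-ins, 2241 genes were HVGs in at least one time-point, a change of 3.65%, which did not meet this prediction. The prediction did not cover single time-points. Their numbers rose at 12 of the 12, from 1.28% at ZT20 (1012 to 1025) to 11.9% at ZT14 (826 to 924), with 7.92% at ZT22 (821 to 886) and 7.64% at ZT18 (746 to 803). A shift of the other genes is thus not excluded at single time-points, above all at ZT14, and no biological explanation was tested.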
